# Global Transcriptome Analysis of *Lactococcus garvieae* Strains in Response to Temperature 

**DOI:** 10.1371/journal.pone.0079692

**Published:** 2013-11-04

**Authors:** Mónica Aguado-Urda, Alicia Gibello, M. del Mar Blanco, José F. Fernández-Garayzábal, Victoria López-Alonso, Guillermo H. López-Campos

## Abstract

*Lactococcus garvieae* is an important fish and an opportunistic human pathogen. The genomic sequences of several *L. garvieae* strains have been recently published, opening the possibility of global studies on the biology of this pathogen. In this study, a whole genome DNA microarray of two strains of *L. garvieae* was designed and validated. This DNA microarray was used to investigate the effects of growth temperature (18°C and 37°C) on the transcriptome of two clinical strains of *L. garvieae* that were isolated from fish (Lg8831) and from a human case of septicemia (Lg21881). The transcriptome profiles evidenced a strain-specific response to temperature, which was more evident at 18°C. Among the most significant findings, Lg8831 was found to up-regulate at 18°C several genes encoding different cold-shock and cold-induced proteins involved in an efficient adaptive response of this strain to low-temperature conditions. Another relevant result was the description, for the first time, of respiratory metabolism in *L. garvieae*, whose gene expression regulation was temperature-dependent in Lg21881. This study provides new insights about how environmental factors such as temperature can affect *L. garvieae* gene expression. These data could improve our understanding of the regulatory networks and adaptive biology of this important pathogen.

## Introduction

*Lactococcus garvieae* is a ubiquitous and widely distributed microorganism that has relevance in veterinary and human medicine. Although this bacterium is one of the most important bacterial fish pathogens, affecting various wild and farmed fish species, particularly rainbow trout [1], it has also been isolated from other animal species, such as cows, buffalos, pigs, wild birds [2], cats, dogs, and horses [3]. *L. garvieae* has gained clinical relevance in human medicine during the last years, being considered an opportunistic and potentially zoonotic pathogen that causes a variety of infections [4]. In addition to its relevance as a pathogen, *L. garvieae* can also be isolated from rivers and sewage waters [2], and from different foods such as vegetables, meat and dairy products [5]. Recently, *L. garvieae* has also been isolated from fecal samples of healthy individuals, suggesting this microorganism could be either part of the human commensal microbiota or transient bacteria ingested with food [6]. This wide distribution of *L. garvieae* is likely related to its ability to adapt and survive in many environmental conditions including a wide range of pH (4.5 to 9.6), temperatures (from 10°C to 45°C), salinity concentrations (0 to 6.5%) and nutrient sources [7]. 

Bacteria usually respond to variations in environmental factors such as temperature with adaptive changes in their transcriptome [8-11]. Because *L. garvieae* is able to colonize multiple, diverse different environments, and because it causes infection in a broad range of different hosts, it must therefore be able to sense, adapt, and respond to these temperature fluctuations. Water temperature has been described as the most important environmental factor in the development of the *L. garvieae* infections in fish [1], but there is a complete lack of knowledge about the influence of temperature on *L. garvieae* gene expression. 

Over the last few years, functional genomics approaches, including transcriptomics, have been increasingly used to obtain global gene expression profiles, thereby providing a comprehensive view of microorganism physiology [12,13]. Although the genome sequences of several *L. garvieae* strains from different origins have been published recently [14-21], such global approaches have not yet been used to study the transcriptome of this pathogen. In the present study, we used microarray expression analysis to evaluate global transcriptional changes occurring in two clinical *L. garvieae* strains, isolated from fish and a human, respectively, when incubated at 18°C and 37°C. These temperatures correspond to that at which fish lactococcosis outbreaks usually occur and the physiological temperature in humans, respectively. This first transcriptome analysis of two *L. garvieae* strains demonstrated that this bacterium responds globally to temperature.

## Materials and Methods

### Bacterial strains and culture conditions

*Lactococus garvieae* strain 8831 (Lg8831) was isolated from diseased rainbow trout suffering lactococcosis [16], and *Lactococcus garvieae* strain 21881 (Lg21881) was isolated from a case of human septicemia [15]. The growth kinetics of Lg8831 and Lg21881 were studied at 18°C and 37°C. To minimize variation in experimental culture conditions and ensure reproducibility, a standardized inoculum was prepared by adding 2 mL of an overnight culture of Lg8831 or Lg21881 incubated at 29°C in 150 ml BHI broth. Lag-phase and bacterial growth rate were determined in three independent experiments at both temperatures by monitoring OD_600_ each hour until OD_600_ ~ 1.5 was reached. Differences in lag-phase and bacterial growth rate were assessed using the Fisher exact test with the software SPSS 19.0 (IBM, New York, USA). Differences were considered significant when p<0.05.

### RNA extraction and purification

Lg8831 and Lg21881 were grown aerobically in BHI broth (bioMérieux, Marcy l’Etoile, France) at several different temperatures (18°C, 29°C, and 37°C) and harvested at the mid-log phase (OD_600_ ~ 0.9) for RNA extraction. Total RNA from Lg8831 and Lg21881 was isolated from three independent samples (biological replicates) of each temperature condition by using RNeasy Protect Bacteria Mini Kit (Qiagen, Valencia, CA) according to the manufacturer’s protocol. Briefly, 1.5 mL of each culture sample were collected in 3 mL of RNAprotect and centrifuged. Pellets were resuspended in 200 µL of TE buffer containing 20 mg/mL of lysozyme (Sigma-Aldrich, Brondby, Denmark) and 20 µL of proteinase K solution (Qiagen), and incubated at RT for 60 minutes under agitation conditions. Total RNA extraction and purification was then performed using RNeasy kit columns including on-column DNA digestion. The quality and concentration of RNA was determined by using the RNA 6000 NanoKit on the Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA) at Genomics Unit facilities (Parque Científico de Madrid). Only high- quality RNA samples (RIN > 9) were used for the next step.

### Microarray and experimental design

A DNA microarray was designed based on the published Lg8831 [16] and Lg21881 [15] genome sequences. The microarray, containing 60 mer oligonucleotide specific probes for the 1992 and 2275 ORFs of the Lg8831 and Lg21881 genomes respectively, was designed using Agilent’s e-array software (https://earray.chem.agilent.com/earray/). The best probe method was used, and each probe was included in triplicate on the array. This custom oligonucleotide microarray was manufactured by Agilent Technologies on an 8x15K format. 

A dual-color reference design experiment was used [22]. Interrogated samples of Lg8831and Lg21881 were grown in triplicate at 18°C and 37°C, and RNA was extracted. These RNAs were independently labeled with Cy-5. A reference sample made of an equimolar mix of Cy-3-labeled mixture of Lg8831 and Lg21881 RNAs was used for all hybridizations. These reference RNAs were obtain from both strains grown separately at 29°C, quantified and then mixed for labeling. 

For the comparison of the Lg8831 and Lg21881 strain transcriptomic responses, a subset of common probes derived from those designed for Lg8831 was used. The criteria used for the selection of these subset of probes for the inter-strain comparisons was that probes designed for the strain Lg8831 should have a BLAT [23] similarity >98.4%, (no more than a single mismatch) with the Lg21881 genome. Thus, a total of 1302 probes (65% of probes for Lg8831) were selected and used.

### cDNA synthesis, labeling of total RNA, hybridization and scanning

A total of 5 µg of total RNA of each sample replicate was reverse transcripted and labeled by using the FairPlay III Labeling Kit (Agilent Technologies) according to the protocol provided by the manufacturer except for the following: purification of the dye-coupled cDNA was performed by using QIAquick PCR purification kit (Qiagen). The yield and the specific activity of each labeling reaction were determined in a NanoDrop 1000 spectrophotometer (NanoDrop Technologies, Inc., Rockland, DE). The hybridization and washing steps were carried out according to the Agilent’s “Two Color Microarray based Prokaryote Analysis” protocol. Image acquisition and scanning was performed on an Agilent G2565AA scanner according to the manufacturer’s instructions (GE2_107_Sep09).

### Data analysis

Image quantification was carried out using Agilent’s Feature Extraction Software v 8.5.1.1. Background-subtracted data were log-transformed, LOWESS-normalized, and analyzed for the detection of differentially expressed genes using BRB-ArrayTools Software developed by Dr. Richard Simon and the BRB-ArrayTools Development Team [24]. Triplicate probes on the microarray were averaged for the analyses. The SAM algorithm was used to identify the differentially expressed genes using a 0.05 proportion of false discoveries (FDR) with a 90% confidence. A further filtering step was carried out by selecting among SAM results only those whose expression ratio between the analyzed conditions was ≥2. 

Throughout this article we have used the term “up-regulated genes” to indicate those genes that were found differentially overexpressed at one temperature relative to the other.

### Microarray accession numbers

The data presented in this publication have been deposited in the Gene Expression Omnibus (GEO) database at the National Center for Biotechnology Information (NCBI) (http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE40318.

### Validation of microarray data by reverse-transcription quantitative real-time PCR (RT-qPCR)

To validate the results obtained during the microarray analysis, RT-qPCR analysis was performed. A total of 10 genes were selected for the validation process. These genes were selected by taking the top three expressed and top two repressed genes at each comparison between the two temperatures for each strain. The *gyrA* gene was selected as an endogenous control because it did not present variation in its expression throughout the experiment. Triplicate assays utilizing the same three independent RNA samples used for the microarray hybridization were used for the RT-qPCR validation. The RT-qPCR primers were designed using Primer Express software version 2.0 (Applied Biosystems Technologies, Paisley, UK) on the basis of the consensus region of each of the sequences from the 10 genes of Lg8813 and Lg21881 strains (Table 1). cDNA was synthesized using the High Capacity RNA-to-cDNA Kit (Applied Biosystems). Amplification was performed in a 7900HT Fast Real-Time PCR Systems apparatus (Applied Biosystems) in triplicate for each sample using the FastStart Universal SYBR Green Master (Rox) (Roche Diagnostics, Basel, Switzerland) at Genomics Unit facilities (Parque Científico de Madrid). PCR amplification was initiated at 95°C for 10 min followed by 40 cycles at 95°C for 15 s and 60°C for 1 min. Fluorescence due to the binding of the SYBR Green to double-stranded DNA was measured at each cycle. The threshold cycle value (Ct) was obtained by automatic position of the threshold baseline at the mid-exponential phase of the curve. Data normalization and analysis were performed by means of RQ Manager Software Version 1.2. The 37°C condition was assigned as the reference sample for calculating relative gene expression. 

**Table 1:** Primers used for RT-qPCR experiments.

**Strain**	**Gene ID**	**Predicted protein function**	**Primer ID**	**Sequence 5’- 3’**
**Lg8831**	8831_c60_g79	Glycine betaine ABC transporter permease/substrate binding protein	g79c60_Forward	GCCCGGTTTCGTTTACTTGA
			g79c60_Reverse	AGGGACCACACCGATACCAA
	8831_c18_g15	Fructose operon transcriptional regulator	g15c18_Forward	TTTGCTTGGTGGTCGAGTGA
			g15c18_Reverse	GATGGCCGAACTGCCAAT
	8831_c49_g33	Cold-shock protein A	g33c49_Forward	CATCACTGCTGAAGATGGTACTGA
			g33c49_Reverse	GAAGCCATCGCTTTGAATTTG
	8831_c4_g16	Crp family transcriptional regulator	g16c4_Forward	AAAAGCGGAAGGGATATTAATTGA
			g16c4_Reverse	GAGATTCCACAAAATCCTGCTATGT
	8831_c96_g10	Glutamate decarboxylase	g10c96_Forward	CCGAAATCGAAAACCGTTGT
			g10c96_Reverse	AACTGTTCGTTTTCACTTGCATTC
**Lg21881**	21881_c16_g17	Pyridine mercuric reductase	g17c16_Forward	GGTGTTTTTGACCGTGATGAAG
			g17c16_Reverse	CTTCTGCCTGACCGTCTCTTG
	21881_c16_g19	TetR-family transcriptional regulator	g19c16_Forward	TCCGCTATTGCGCCAGAT
			g19c16_Reverse	CCCAGTTTAGCATTGCAAGCA
	21881_c63_g5	Glycerol uptake facilitator protein	g5c63_Forward	TCTGAACAAGACGAAAGCAACAG
			g5c63_Reverse	CAAAGCCCCAACCGAGTGT
	21881_c30_g6	Alcohol dehydrogenase	g6c30_Forward	GCAGGTAATGGTGCCGTCTT
			g6c30_Reverse	GCAGGTCTTCAACTGCACGAT
	21881_c50_g82	Activator of 2-hydroxyglutaryl-CoA dehydratase	g82c50_Forward	GGGCTGCGCGTTGTTGTTAAT
			g82c50_Reverse	CACTACTTGCGCTGCAGCAT
**Lg21881 & Lg8831**	*gyrA* *	DNA gyrase subunit A	gyrA_Forward	ACGGAATGAACGAGCTTGGTA
			gyrA_Reverse	CCGGTAATACGGGCAGATTTT

* Reference gene used in RT-qPCR experiments for both strains.

## Results and Discussion

### Global expression patterns of Lg8831 and Lg21881 in response to growth temperature

We used whole-genome DNA microarrays to obtain a comprehensive overview of the molecular response of Lg8831 and Lg21881 strains grown at 18°C and 37°C. Differentially expressed genes detected with a 0.05% FDR and at least a two-fold change were selected. 

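RNA of each strain from 3 independent cultures at 18°C and 3 at 37°C was labelled with Cy-5, and each sample was hybridized on an array of its own, 12 arrays in all, against the Cy-3 reference made of RNA from both strains grown at 29°C. The files hold the scanner's signals for 12801 spots per array other than controls, which are the 1992 probes designed for Lg8831 and the 2275 probes designed for Lg21881, with 3 spots per probe. They also hold the authors' normalized values, which are log2 ratios of Cy-5 over Cy-3 from which a smooth trend with intensity had been removed within each array, and which were used as an alternative. For the values reported here, background-subtracted signals under 10 were set to 10, log2 of Cy-5 over Cy-3 was taken, loess with a span of 0.3 was fitted on the spots of each array, spots that the scanner software had marked as outliers were left out (415 to 2012 per array) and the remaining spots of a probe were averaged. Changes are given as log2 at 18°C minus 37°C, so that a positive value is a higher ratio at 18°C. Each strain was compared on its own probes with limma, and a probe was called at a Benjamini-Hochberg adjusted p under 0.05 over all probes of that strain and a change of at least 2-fold. The share of a strain's own probes that were well above background in Cy-5, on at least 2 of their 3 spots, ranged from 80.2% to 88.5% for Lg8831 at 37°C, from 52.6% to 82.9% for Lg8831 at 18°C, from 72.8% to 78.0% for Lg21881 at 37°C and from 68.4% to 83.1% for Lg21881 at 18°C. The number of arrays, 3 per group, limits the precision. Across a strain's own probes, which are not independent of each other, the correlation between replicate arrays lay between 0.79 and 0.95 in Lg8831 and between 0.58 and 0.92 in Lg21881. The arrays lay on 2 slides. Every array at 37°C and replicate 1 of Lg21881 at 18°C lay on slide 1, and the other arrays at 18°C on slide 2. On the arrays of Lg8831 alone, slide and temperature can therefore not be told apart. A slide shift read in Lg21881 at 18°C rests on 1 array on slide 1 and cannot decide for Lg8831.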

Under these conditions, 264 genes showed statistically significant differential expression for Lg8831: 137 (6.9% of its genome) and 127 genes (6.4% of its genome) were up-regulated at 18°C and 37°C, respectively (Figure 1). 

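On the probes designed for Lg8831, 244 of 1992 (12.2%) were called, 131 (6.58%) with the higher ratio at 18°C and 113 (5.67%) with the higher ratio at 37°C. An adjusted p under 0.05 without the fold filter was reached by 459 probes, and an unadjusted p under 0.05 by 797. The 3 arrays of one temperature all lay beyond the 3 of the other on 962 probes with a value on every array (48.3%), where chance gives 10%, and 243 of the called probes were among these. Exact permutation of 3 arrays against 3 cannot give a p below 0.1 for a single probe. Outside the genes described further on, the largest of these changes were at TSno3_c050_g004, which the tables do not list, and at neighbouring genes of contig 4. TSno3_c050_g004 was not well above background on any array at 37°C, and its Cy-5 signal was at least 3.49-fold higher at 18°C (adjusted p = 0.03; 1.84 to 5.38-fold under the alternatives, with no bound without replicate 1 at 18°C). It stayed called without replicate 3 at 18°C and not without any of the other arrays. The transporter of the MFS family at TSno3_c004_g015 changed by -7.28 (standard error 0.46, adjusted p = 0.00116) and the hypothetical protein at TSno3_c004_g014 by -5.38 (standard error 0.44, adjusted p = 0.00235). In all, 27 called probes had no array well above background in Cy-5 at one of the temperatures and 13 had none at either, so that the size of their change depends on the floor of 10. The count fell to 120, 79 and 230 without replicates 1, 2 and 3 at 18°C and to 156 and 152 without replicates 1 and 2 at 37°C, and was 302 without replicate 3 at 37°C. With the same fold filter, SAM, the test named in the paper, called 342 probes at the median of its false calls. At the 90th percentile it called 37. Its 20 permutations include the real labelling and its mirror image, which raise the false calls at that percentile. The alternative that moved the count most was an adjusted p under 0.0005, which left 3 probes. With slide as a fixed block, 7 probes were called in Lg8831, and 238 of the 244 kept their sign. Signed by the call, the median change of the 244 was 1.56 in that fit, against 1.46 without the block. The slide effect in it is set by 1 array of Lg21881 at 18°C on slide 1, so that it cannot decide.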

For Lg21881, 344 differentially expressed genes were identified: 208 (9.2% of its genome) up-regulated at 18°C and 136 (6.0% of its genome) at 37°C (Figure 1). These results are in accordance with other studies that observed that bacteria can modify the expression of approximately 10% of their genes in response to an increase or decrease in growth temperature [10,11,25]. 

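Of the 2275 probes designed for Lg21881, 303 (13.3%) were called, 204 (8.97%) up at 18°C and 99 (4.35%) up at 37°C. Before adjustment 844 probes had a p under 0.05, and after adjustment 399 did when no fold filter was set. Values at the 2 temperatures did not overlap on 1007 probes with a value on all 6 arrays (44.3%, against the 10% that chance gives), 296 of them called. In Cy-5, 78 of the called probes were not well above background on any array of one temperature and 21 on no array at all. Among these 1007 probes, the 5 largest changes toward 18°C were at probes that were dim at 37°C. HSno3_g4_c88, HSno3_g7_c84, HSno3_g3_c88, HSno3_g9_c88 and HSno3_g19_c92 had a Cy-5 signal at least 13.3, 7.29, 8.74, 5.35 and 3.17-fold higher at 18°C than the lowest signal well above background at 37°C. These bounds were 5.55, 3.87, 3.68, 2.19 and 1.71 without replicate 1 at 37°C and 23.8, 11.5, 15.6, 9.72 and 5.02 without replicate 2, and the tables list only HSno3_g3_c88, a phage-related single-strand binding protein. Among the largest changes toward 37°C was the hypothetical protein HSno3_g45_c92, at least 22.3-fold higher at 37°C in the Cy-5 channel (6.49 to 31.3-fold under the alternatives). Its ratio to the reference, which also carries the Cy-3 channel, was 20.2-fold higher. Others were the fumarate reductase subunit *frdA* (HSno3_g68_c50), with a log2 change of -3.97 (standard error 0.41, adjusted p = 0.0057), and HSno3_g80_c49, with -3.51 (standard error 0.36, adjusted p = 0.0057). With each array left out in turn, the count was lowest without replicate 3 at 18°C (49) and highest without replicate 1 at 37°C (411). It was 101 and 269 without replicates 1 and 2 at 18°C, and 169 and 184 without replicates 2 and 3 at 37°C. No probe passed an adjusted p under 0.0005 together with the fold filter in limma. SAM called 468 probes at the median and 122 at the 90th percentile, which has the limit given above for Lg8831. Lg21881 at 18°C is the only group on both slides. Within slide 1, with replicate 1 at 18°C against the 3 arrays at 37°C, the median change of the 303 probes was 1.76, against 1.80 over all arrays. All 303 kept their sign. Both are largely set by the calls, which used this same array, and 296 of the probes did not overlap between the temperatures. As a fixed block, slide left 51 called probes, 49 of them among the 303. Every one of the 264 and 344 genes of Tables S1 to S4 changed here in the direction the paper reports, and 200 and 241 of them were called. Across genes, which are not independent replicates, the correlation of the log2 changes with the paper's was 0.942 in Table S1; in Table S2 it was 0.858, in Table S3 0.980 and in Table S4 0.962.

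**Figure D1:**
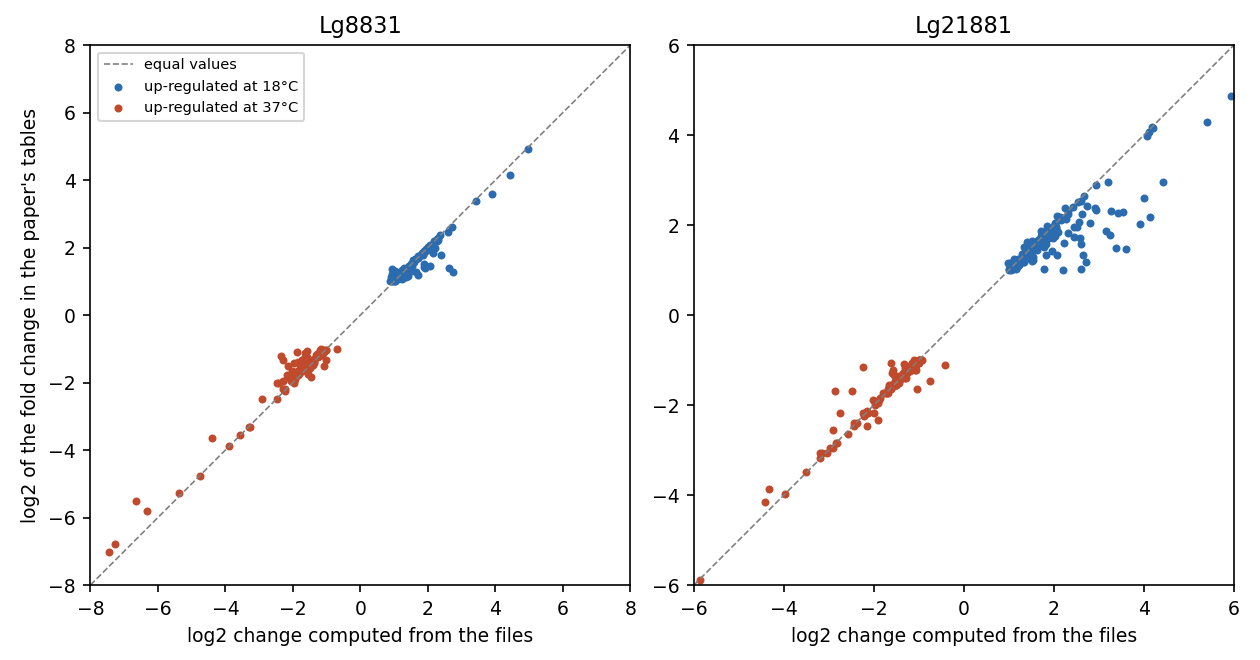
Log2 change at 18°C minus 37°C computed from the files (horizontal axis) and log2 of the fold change in Tables S1 to S4 (vertical axis), with 1 point per gene for the 264 genes of Lg8831 and the 344 of Lg21881. Points lie along the dashed line of equal values, and in Lg21881 a group of genes up-regulated at 18°C lies below it.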

Genes displaying a significant differential expression are listed in Tables S1-S4. 

**Figure 1:**
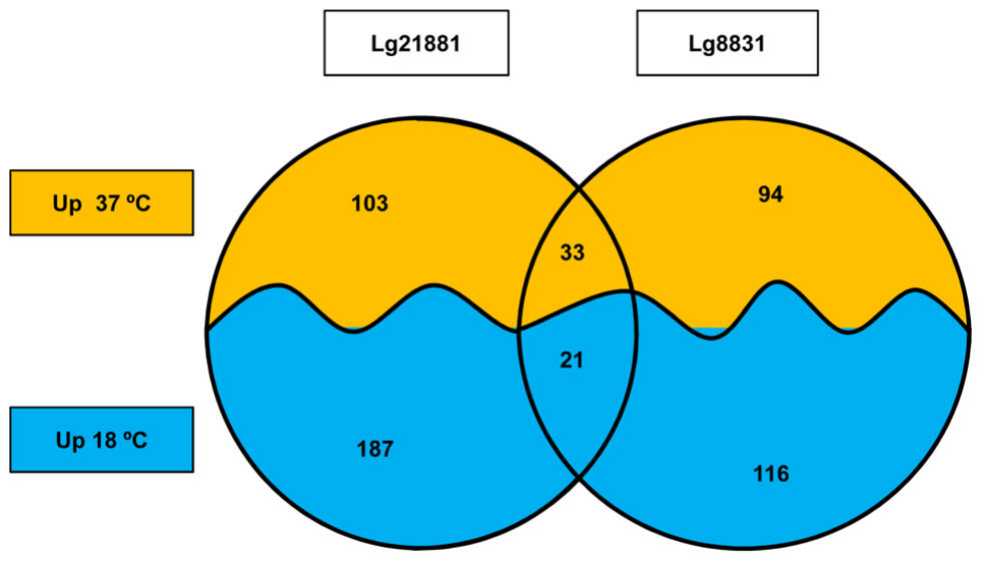
Comparison of the transcriptomic response of Lg8831 and Lg21881 grown at 18°C and 37°C. Up 37°C and Up 18°C represent up-regulated genes at each temperature.

The oligonucleotide array was designed to be optimized for the detection of each of the *L. garvieae* strains; therefore, for inter-strain comparisons, it was necessary to assess the similarity and specificity of the probes. Thus, this step allowed us to identify 1302 matching probes meeting the selection criteria used. Among these matching genes, we only found 21 genes up-regulated at 18°C in both strains (1.6% of the matching genes), and 33 genes up-regulated at 37°C in both strains (2.5% of the matching genes) (Figure 1). These results demonstrated that the core gene expression response to temperature is minimal, and evidenced a strain-specific variation in transcriptional responses to temperature of Lg8831 and Lg21881 strains.

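The matching probes are not listed by name in the paper or its tables, so common probes were defined from the signals, as the Lg8831 probes that were well above background in Cy-5 on all 3 arrays of at least 1 temperature in each strain. This gave 1295 probes, 65.0% of those for Lg8831. Adjusted over these probes, 79 were called up at 18°C in Lg8831 and 105 in Lg21881, and 10 of them (0.772% of the common probes) were the same probes, where independent calls would share 6.41 (odds ratio 1.71, Fisher's exact test, two-sided p = 0.135). At 37°C 95 and 68 probes were called and 21 (1.62%) were shared, where 4.99 would be (odds ratio 6.94, Fisher's exact test, two-sided p = 1.99e-09). Genes are not independent, and the test treats them as if they were. Temperature and slide are also tied in the same way in both strains, apart from Lg21881 replicate 1 at 18°C. A slide difference common to the strains could therefore add shared calls. The shared genes at 18°C included *cspA*, *potB*, *potC* and *rpsK*, and those at 37°C *arcA*, *gapB*, *mntH*, *nrdD*, *nrdG*, *murD*, *murG* and *ftsQ*. The total of 31 was 15 and 14 without Lg21881 replicates 1 and 3 at 18°C and lay between 23 and 38 without each of the other 10 arrays. The fold filter moved it most: without that filter 133 probes were shared, 45 at 18°C and 88 at 37°C.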

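Whether a probe responded differently in the 2 strains was tested directly, as the interaction of strain and temperature over all 12 arrays. Of the 1294 common probes with a value in every group, 240 (18.5%) had an interaction at an adjusted p under 0.05, 183 of them with a difference of at least 2-fold, and 453 had an unadjusted p under 0.05. The change at 18°C was the higher one in Lg8831 for 91 of the 240 and in Lg21881 for 149. Calls in both strains in opposite directions were found on 5 probes. These were *pdhA* (TSno3_c043_g005), *pdhB* (TSno3_c043_g004), the dihydrolipoamide acetyltransferase of the same complex (TSno3_c043_g003), a beta-glucoside PTS transporter (TSno3_c028_g020) and TSno3_c013_g028, and the last 3 of these were chosen for naming after their values had been seen. None of the 3 probes of this complex had an interaction in the Cy-5 channel alone. Across the common probes the changes in the strains had a Pearson correlation of 0.346 and a Spearman correlation of 0.374, over genes that are not independent replicates. The interaction count was 133 and 147 without Lg21881 replicates 3 and 1 at 18°C, 156 and 144 without Lg8831 replicates 1 and 2 at 37°C, 371 without Lg21881 replicate 1 at 37°C and 387 without Lg8831 replicate 3 at 37°C. It was 158 without Lg8831 replicate 1 at 18°C and lay between 168 and 219 without the others. Of the alternatives that kept every array, slide as a fixed block moved it most, to 147. Probes were designed for Lg8831, so that a mismatch with the Lg21881 sequence can weaken the signal of that strain. From the small number of genes up-regulated in both strains, the paper concludes that the core response to temperature is minimal and that the strains vary in their transcriptional responses.

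**Figure D2:**
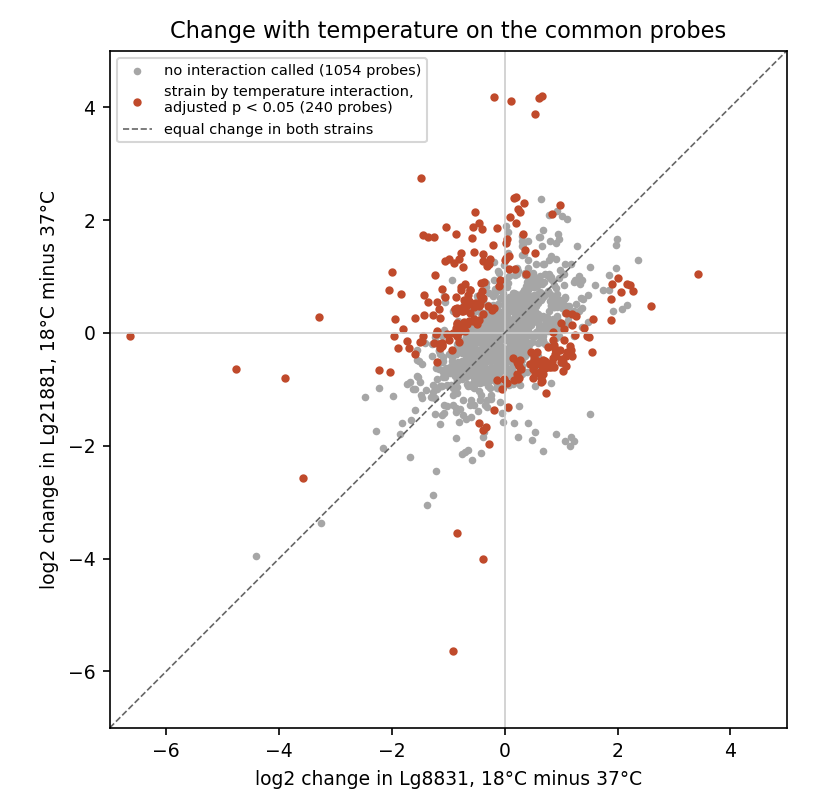
Log2 change at 18°C minus 37°C in Lg8831 (horizontal axis) and in Lg21881 (vertical axis) on the common probes, 1 point per probe, with the 240 probes that had an interaction in red. Red points lie on both sides of the dashed line of equal change.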

We categorized the differentially regulated genes based on the Clusters of Orthologous Groups (COG). As shown in Figure 2, the pattern and distribution of differentially expressed genes among COG categories was different for Lg8831 and Lg21881 strains and depended on the temperature.

**Figure 2:**
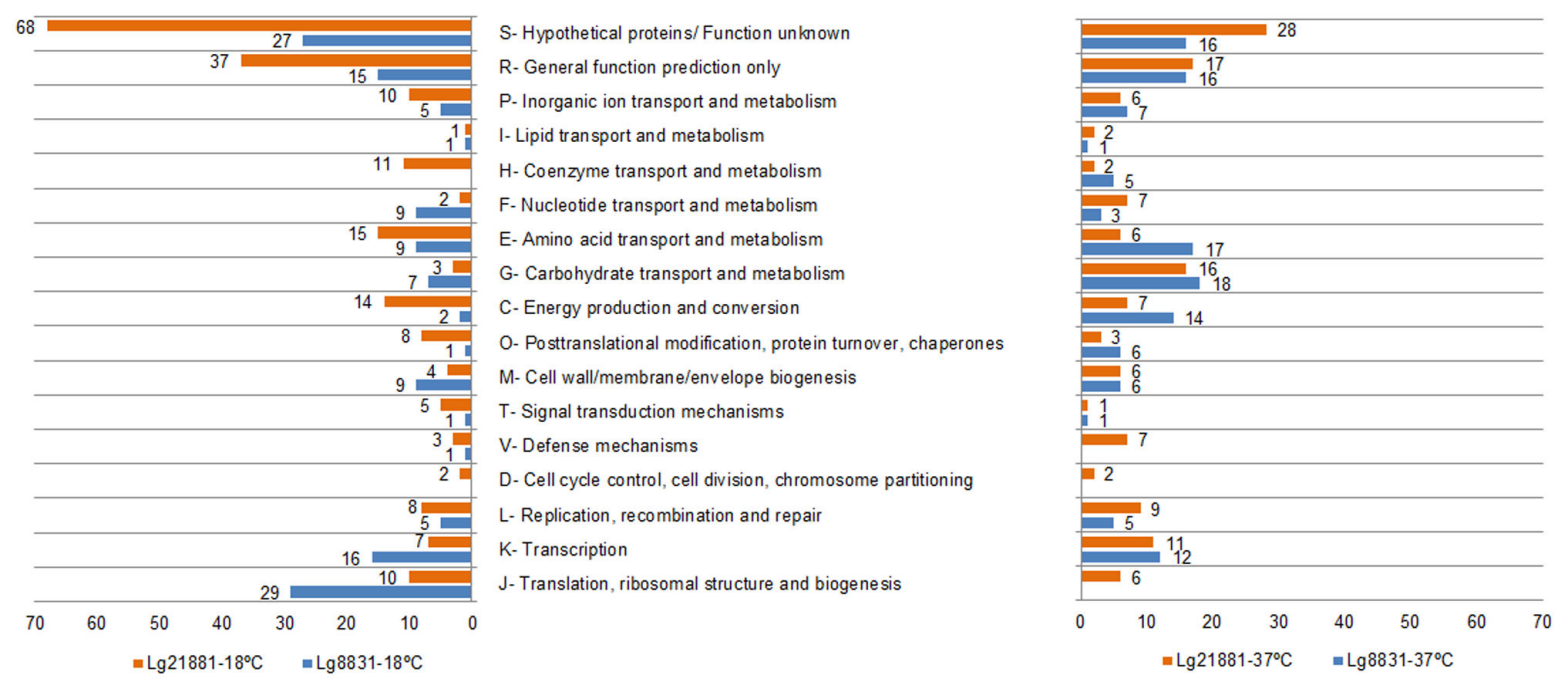
COG categories distribution of differentially expressed genes in Lg8831 and Lg21881 at 18°C and 37°C. Bars indicate the number of genes up-regulated in each functional group at each temperature in Lg8831 (blue) and Lg21881 (orange).

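The categories are those that Tables S1 to S4 give, and they cover only the genes listed there, so that the values are counts, and no enrichment test was run. Of the genes of Table S3 that were called here, 89 in Lg8831, the categories with most genes were carbohydrate transport and metabolism with 12, amino acid transport and metabolism with 12 and transcription with 10, apart from 13 hypothetical proteins and 10 genes with a general function prediction only. In Lg21881, 89 genes of Table S4 were called, with 13 in carbohydrate transport and metabolism, 7 in transcription, 7 in energy production and conversion, 6 in inorganic ion transport and metabolism and 5 in amino acid transport and metabolism, besides 16 hypothetical proteins.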

In relation to the functional gene categories, Lg8831 and Lg21881 up-regulated at 37°C mainly genes within categories related to bacterial growth and metabolism such as COG categories G (carbohydrate transport metabolism), E (amino acid transport and metabolism) and K (transcription) (Figure 2). This result was expected considering that 37°C is the optimal growth temperature for this microorganism [7]. However, at 18°C the distribution pattern between gene categories varied greatly between strains (Figure 2). Thus, COG categories J (translation, ribosomal structure and biogenesis) and K (transcription) were the most represented at 18°C for Lg8831, whereas Lg21881 primarily up-regulated genes within the COG categories C (energy production and conversion) and H (coenzyme transport and metabolism) (Figure 2). 

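At 18°C in Lg8831, 27 of the 111 called genes of Table S1 (24.3%) were in category J and 15 (13.5%) in category K, and 20 were hypothetical proteins. In Lg21881 at this temperature, 152 genes of Table S2 were called. Category C held 11 of them and category H held 7, together 11.8%, while amino acid transport and metabolism held 11, inorganic ion transport and metabolism 10, translation 6 and transcription 5. Phage-related proteins that the table lists as a category of their own numbered 18, hypothetical proteins 34 and genes with a general function prediction only 26. Without Lg8831 replicate 2 at 18°C, 9 genes of category J were called, and 18 without replicate 1.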

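The calls that the strains did not share were set against the test of the difference between strains. Called up at 18°C in Lg8831 and not in Lg21881 were 69 common probes, and 30 of these had an interaction. Up at 18°C in Lg21881 and not in Lg8831 were 95, 50 of them with an interaction. At 37°C, 74 were called up in Lg8831 and not in Lg21881, 43 with an interaction. In Lg21881 and not in Lg8831, 47 were called up at 37°C, 10 with an interaction. The 5 probes called in opposite directions, all with an interaction, are in both the 95 and the 74. For the remaining probes called in one strain, a difference between the strains was not shown. In the correlation of each Lg8831 array with each Lg21881 array across all probes of both strains, values lay between -0.28 and 0.04. The reference is a mix of both strains, which can itself draw these values down. They therefore do not bear on the response to temperature.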

Overall, these results (Figures 1 and 2) indicate a different transcriptional response of Lg8831 and Lg21881 to temperature, which was more evident at 18°C. The most significant differences observed in both strains are discussed in detail below. 

To assess the influence of the temperature in the growth kinetics of Lg8831 and Lg21881 and look for a possible relation between differences in their transcriptomes and differences in growth, we performed growth kinetics studies at 18°C and 37°C for both strains. At the same temperature (18°C or 37 °C), Lg8831 and Lg21881 exhibited similar growth rates (Table 2), but the growth rate at 37°C were higher for both strains compared to 18°C (p<0.05). However, at 18°C Lg8831 showed a shorter lag-phase (7.65 h) than that exhibited by Lg21881 (12.32 h) (Table 2) and this difference was statistically significant (p<0.05). The shorter lag-phase of Lg8831 grown at 18°C suggests that this strain could be better adapted to grow at low temperatures. 

**Table 2:** Growth kinetics parameters for Lg8831 and Lg21881 at 18°C and 37°C.

	**18°C**		**37°C**	
**Strain**	**Lg8831**	**Lg21881**	**Lg8831**	**Lg21881**
**Lag-phase (h)**	7.65 ± 0.60	12.32 ± 0.60	2.05 ± 0.10	2.1 ± 0.20
**Growth rate (h ^-1^ )**	0.14 ± 0.03	0.18 ± 0.05	0.63 ± 0.06	0.77 ± 0.05

### DNA microarray analysis verification

To validate the microarray transcription profiling results, 10 differentially expressed genes were selected for quantitative RT-qPCR experiments with the same RNA samples used in the array hybridizations. Among them, six genes (three for each strain) were up-regulated at 18°C, and four genes (two for each strain) were repressed. There was a strong positive correlation (r=0.953) between the data obtained by both techniques (Figure 3). Thus, this strong correlation allowed us to validate the microarray results.

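The RT-qPCR values are not analysed here, and the array side of the comparison is given. All 10 genes of Table 1 were called on the arrays of their strain, and all 10 stayed called with each array left out in turn. The paper chose them from the most changed genes on these same arrays, so that the count is not independent evidence. Values are mean log2 ratios to the reference ± SD over 3 arrays. In Lg8831, *busAB* (TSno3_c060_g079) was at 1.07 ± 0.10 at 18°C and -1.30 ± 0.19 at 37°C and *fruR* (TSno3_c018_g015) at 2.51 ± 0.16 at 18°C and -2.45 ± 0.54 at 37°C. Glutamate decarboxylase *gadB* (TSno3_c096_g010) was at -1.56 ± 0.76 at 18°C and 4.75 ± 1.05 at 37°C. The Crp-family regulator (TSno3_c004_g016), whose Cy-5 signal was not well above background on any array at 18°C, was at least 67-fold higher at 37°C in that channel (adjusted p = 0.00182; 42.6 to 95.6-fold under the alternatives). In Lg21881, the pyridine mercuric reductase (HSno3_g17_c16) was at 2.90 ± 0.05 at 18°C and -1.29 ± 0.36 at 37°C and the TetR-family regulator (HSno3_g19_c16) at 2.88 ± 0.16 at 18°C and -1.19 ± 0.50 at 37°C. The alcohol dehydrogenase *adhE* (HSno3_g6_c30) was at -3.62 ± 0.62 at 18°C and 2.25 ± 1.18 at 37°C, a log2 change of -5.87 (standard error 0.64, adjusted p = 0.00618). The activator of 2-hydroxyglutaryl-CoA dehydratase, gene82_contig50, was at least 22.7-fold higher at 37°C in the Cy-5 channel, where no array at 18°C was well above background (adjusted p = 0.00419; 10.1 to 29.4-fold under the alternatives). Its ratio to the reference, which also carries the Cy-3 channel, was 21.5-fold higher. With slide as a fixed block 1 of the 5 genes of Lg8831 and 4 of the 5 of Lg21881 were called, and all 10 kept their sign.

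**Figure D3:**
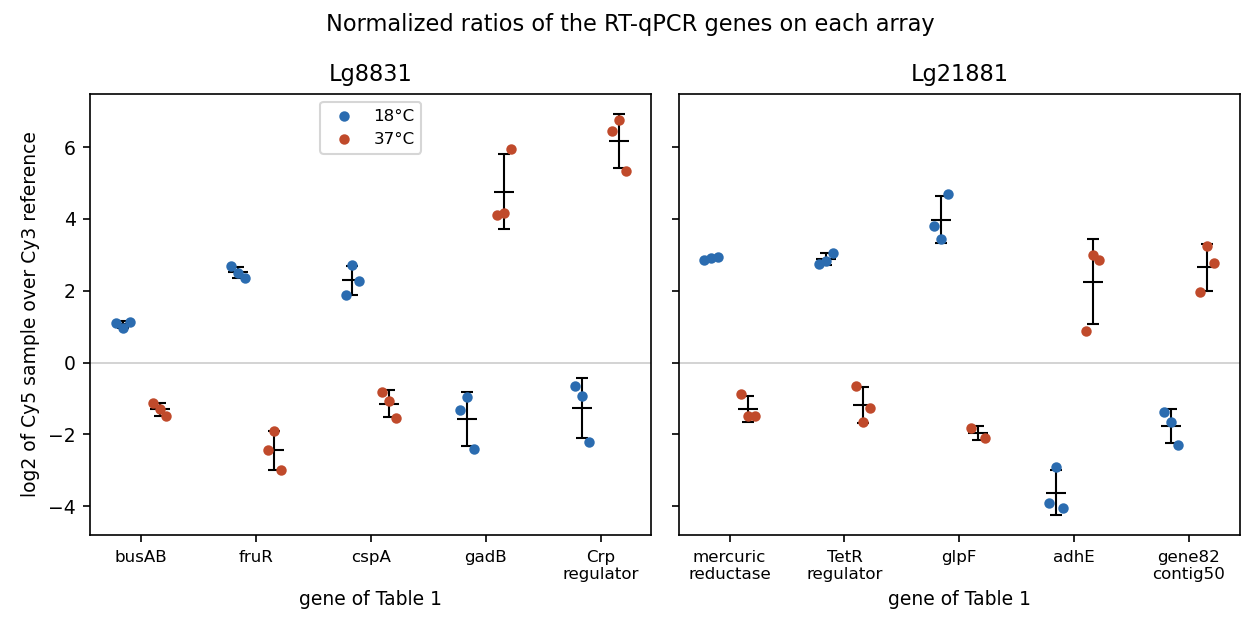
Log2 of Cy-5 sample over Cy-3 reference for the 5 genes of Table 1 in each strain, 1 point per array, with the mean and SD of the arrays at 18°C (blue) and at 37°C (red). The points of the 2 temperatures do not overlap for any of the 10 genes, and *glpF* has a value on 2 of the 3 arrays at 37°C.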

**Figure 3:**
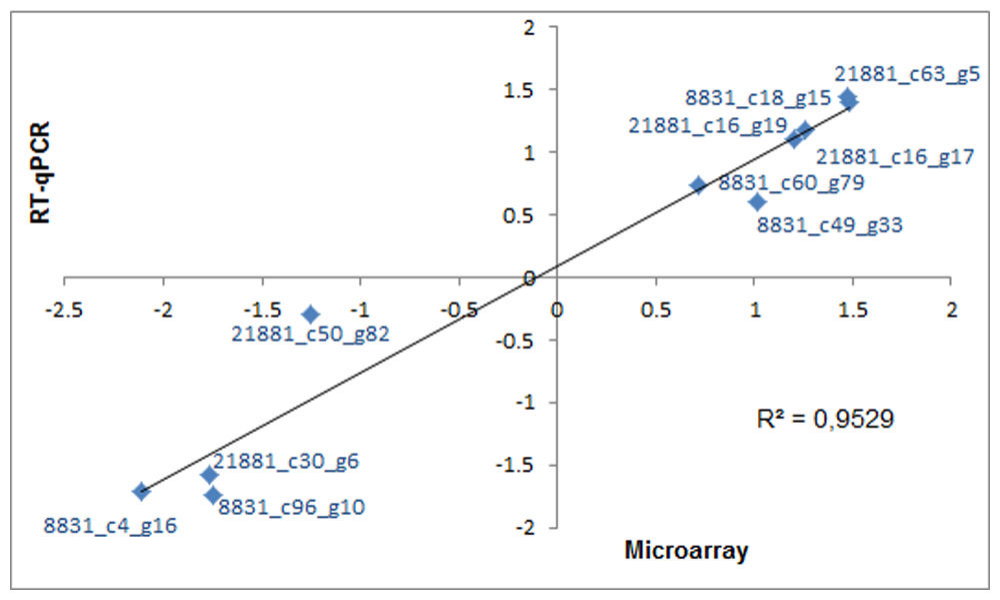
Correlation between RT-qPCR and microarray analysis data. The log_10_ values of the real-time RT-qPCR were plotted against the microarray analysis log_10_ values. The expression levels for 10 selected genes are shown.

### Transcriptional profiling of Lg8831 and Lg21881 at 18°C compared to 37°C

#### Induction of a specific cold stress response in Lg8831

The functional analysis of the differentially up-regulated genes in Lg8831 at 18°C showed that a large number of genes were involved in translation, ribosomal structure and biogenesis (COG category J; 21%) and in transcription (COG category K; 12%). The up-regulation of genes within functional COG category J at 18°C could be implicated in the adaptation of Lg8831 to low temperature. Most of the up-regulated genes among this category corresponded to ribosomal proteins (Table S1). It has been previously shown that ribosomal proteins, translation factors and other components that help in the function and/or biogenesis of ribosomes are induced after exposure to low temperatures [26]. Ribosomal proteins act as chaperones ensuring accurate translation at low temperatures [27]. Furthermore, it is not surprising that a large proportion of genes involved in COG category K were up-regulated at 18°C, because is necessary the expression of specific transcription factors for the initiation of the transcription of cold-inducible genes whose products would assist in the adaptation to temperatures below the optimum [28]. 

A great number of the genes among those found to be up-regulated at 18°C in Lg8831 encode proteins involved in a specific low-temperature response (Table S1, Figure 4). Thus, we observed the up-regulation of three *csp* homologues encoding cold-shock proteins (CSPs). 

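The genes of Figure 4, 33 in all, were examined with the probes that Table S1 gives for them. In Lg8831 all 33 had a higher ratio at 18°C, 31 were called over all 1992 probes, and the median log2 change was 1.25 (range 0.88 to 3.43). The exceptions were *rplS*, with a change of 0.98 that was under 2-fold (adjusted p = 0.0419), and *rluD*, with 0.88 (adjusted p = 0.247). The study chose the list on these arrays, so the count is not independent evidence. The number called was 22, 16 and 28 without replicates 1, 2 and 3 at 18°C, and 26, 25 and 31 without replicates 1, 2 and 3 at 37°C, and 15 genes were called in all 6 of these fits. In the Cy-5 channel alone it was 20 and with slide as a fixed block 0, all 33 keeping their sign in both.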

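The gene for cold-shock protein A, *cspA* (TSno3_c049_g033), had a mean log2 ratio of 2.29 ± 0.41 at 18°C and -1.14 ± 0.37 at 37°C (SD, n = 3 arrays each), a log2 change of 3.43 (standard error 0.29, adjusted p = 0.00247 in limma). The *cspB* homologues are neighbours on contig 68. TSno3_c068_g010 changed by 1.49 (standard error 0.19, adjusted p = 0.00731) and TSno3_c068_g011 by 1.45 (standard error 0.18, adjusted p = 0.00675).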

The induction of CSPs has been described for a great number of bacteria exposed to low temperatures [26], mainly acting as RNA chaperones facilitating transcription and translation at low temperature in mesophilic bacteria [28,30]. We also observed the up-regulation of genes encoding previously described cold-induced proteins (CIPs), which are necessary for cellular adaptation to low temperature [26,31]. Some of these up-regulated genes include: genes involved in transcription such as *nusA* (transcription factor NusA) [30] and *greA* (transcription elongation factor GreA); and in translation, such as *infA* (translation initiation factor IF1) [32], *infB* (translation initiation factor IF2) [29], *infC* (translation initiation factor IF3) [33], and *rbfA* (ribosome binding factor A) [34,35] (Table S1). 

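Among the genes for transcription, *nusA* (TSno3_c008_g002) had a mean log2 ratio of 1.18 ± 0.14 at 18°C and -0.83 ± 0.13 at 37°C (SD, n = 3 arrays each), and changed by 2.01 (standard error 0.15, adjusted p = 0.00182). The change of *greA* (TSno3_c077_g022) was 1.08 (standard error 0.22, adjusted p = 0.0226). Among those for translation, the log2 change was 1.15 for *infA*, 1.74 for *infB*, 1.22 for *infC* and 1.89 for *rbfA*, with adjusted p-values of 0.0292, 0.00197, 0.0173 and 0.0025. Each of the 6 genes lay above all 37°C arrays on all 3 arrays at 18°C. *rbfA* (TSno3_c047_g028) and *infB* (TSno3_c047_g029) are neighbours on contig 47.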

**Figure 4:**
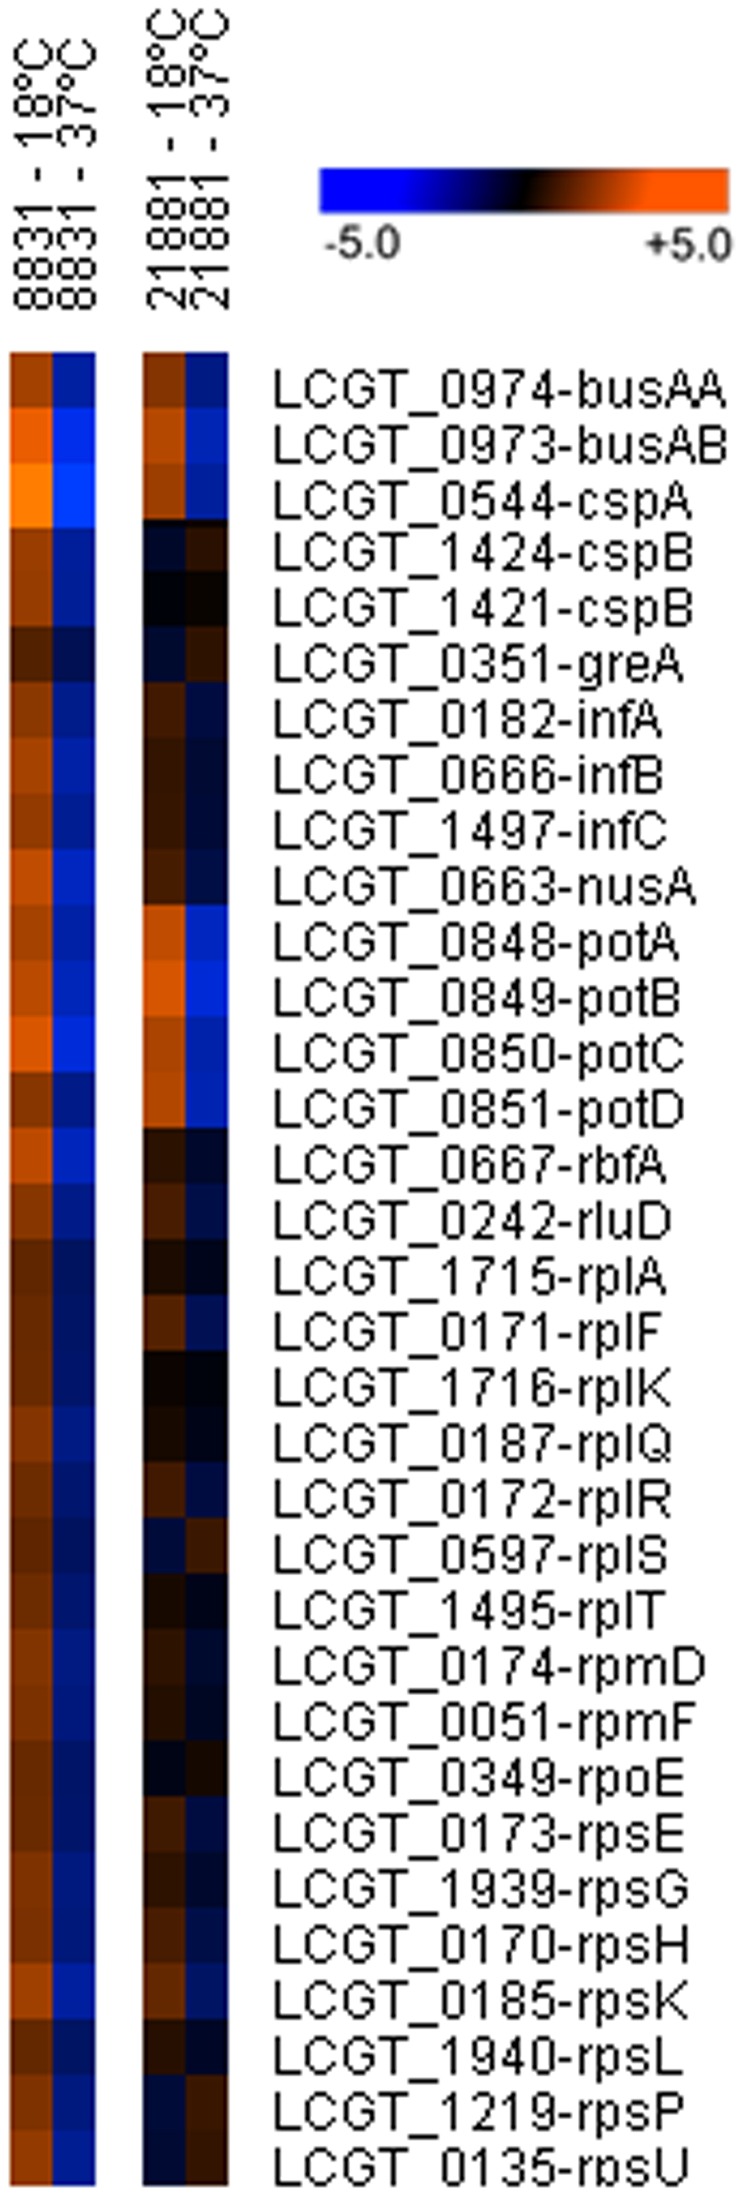
Comparison of the expression levels of cold stress-related genes in Lg8831 and Lg21881 at 18°C and 37°C by microarray analysis.

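Both strains were compared on the 31 of the 33 probes that were well above background in Lg21881 too. Adjusted over the common probes, 29 were called at 18°C in Lg8831 and 4 in Lg21881 (29 and 3 adjusted over the list alone), with median log2 changes of 1.22 and 0.48, and 24 of the 31 were higher at 18°C in Lg21881. The 4 genes called in Lg21881 were *cspA*, *potB*, *potC* and *rpsK*. The difference between the strains reached an adjusted p under 0.05 for 11 genes, and for 17 adjusted over the list alone, which the study chose on the Lg8831 arrays. For *cspA* the change in Lg21881 on this probe was 1.04 and the interaction 2.39 (standard error 0.42, adjusted p = 0.00383). The *cspB* probes gave -0.08 and -0.05 in Lg21881, with an interaction at an adjusted p of 0.00254 for each. For *potB* and *potC* the difference was not shown (adjusted p = 0.48 and 0.598). In Lg21881 *busAB* rose by 1.29 with a standard error of 0.67 (adjusted p = 0.175). The number of genes with an interaction was 6 and 7 without Lg21881 replicate 1 at 18°C and replicate 2 at 37°C, 7 without Lg8831 replicate 1 at 18°C and without replicates 1 and 2 at 37°C, 18 without Lg21881 replicate 1 at 37°C, 14 without Lg8831 replicate 3 at 37°C and between 8 and 10 without each of the other 5 arrays.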

Transport systems allow bacteria to cope with environmental changes [31]. Genes encoding transport systems represented 23% of the up-regulated genes at 18°C, suggesting that the transport and secretion of molecules through the membrane could play significant role in the cold-adaptive process of Lg8831. Within this group, ABC transporters represented more than 50% (Table S1). 

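Of the 29 genes of Table S1 whose group or function names transport, 23 were called (20.7% of the 111 genes of the table called). ABC transporters were 15 of the 29, and 13 of them were called. The 3 arrays at 18°C lay above those at 37°C for 27 of the 29, which the table lists as higher at 18°C on these same arrays. The number called fell to 9 without replicate 1 and to 9 without replicate 2 at 18°C and lay between 19 and 24 without each of the other arrays, and it was 14 when all 12 arrays were fitted together.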

Although energetically costly, ABC transporters usually have very high affinities for their solutes and catalyze transport at high rates [36]. Hence, induction of ABC transporters may allow Lg8831 to efficiently scavenge essential solutes giving it a competitive advantage when grown at low temperatures and assisting in cold adaptation. 

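For compatible solutes, *busAA* (TSno3_c060_g080) and *busAB* lie next to each other on contig 60, and *potA*, *potB*, *potC* and *potD* are 4 neighbouring genes of contig 36. In Lg8831 *busAA* had a log2 change of 1.85 (standard error 0.21, adjusted p = 0.0057) and *busAB* of 2.37 (standard error 0.16, adjusted p = 0.00116). Values for *potA*, *potB*, *potC* and *potD* were 1.63, 1.97, 2.00 and 1.25, with adjusted p-values of 0.0129, 0.0021, 0.00715 and 0.0119. On every one of these 6 probes the arrays at 18°C lay above those at 37°C.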

Transcription of *busAA* and *busAB* homologues encoding a glycine betaine uptake ABC transporter system, as well as transcription of the *potABCD* operon encoding the spermidine putrescine uptake ABC transport system, were found to be up-regulated at 18°C (Table S1). Both transport systems are important response mechanisms to cold conditions. Spermidine putrescine, and glycine betaine are compatible solutes that are known to accumulate during bacterial growth at low temperature, acting as cryoprotectants that prevent denaturing and the cold-induced aggregation of proteins [26,37,38]. 

Cryoprotectant substances are also believed to play a role in maintaining optimum membrane fluidity at low temperature [39]. Spermidine has been described as a bacteriolysis-inducing activator in staphylococci, bacilli, and in certain streptococcal species [40]; and pronounced cell wall breakdown has been associated to responses to stress conditions [41,42]. 

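For the enzymes that break the cell wall, log2 ratios at gene20_contig36 were 2.39 ± 0.12 at 18°C and 0.32 ± 0.06 at 37°C (SD, n = 3 arrays each). The log2 change was 2.08 (standard error 0.13, adjusted p = 0.00116). At gene25_contig19 it was 1.70 (adjusted p = 0.0066) and at gene51_contig19 1.34 (adjusted p = 0.0243). The number called of these 3 genes was 2, 2 and 3 without replicates 1, 2 and 3 at 18°C, and 2, 3 and 3 without replicates 1, 2 and 3 at 37°C.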

Interestingly, we found the up-regulation of three genes encoding autolytic cell-wall breaking enzymes (gene25_contig19, gene51_contig19 and gene20_contig36), which act as muramidases that hydrolyze the beta-1,4-linked polysaccharides of the peptidoglycan (Table S1). One of the regulation mechanisms of autolytic enzymes is the teichoic acids system [43,44]. In this sense, 4 genes encoding proteins implicated in teichoic acid biosynthesis were found to be up-regulated (*tagD, tagF, tagG, tagH*) (Table S1). Additionally, *epsL* (encoding exopolysaccharide biosynthesis protein) and *glmS* (encoding glucosamine-fructose-6-phosphate aminotransferase) homologues were also up-regulated. These two genes are related to biosynthetic processes of membrane components. Hence, genes related to membrane functions (COG category M) that represents 6.5% of the up-regulated genes at 18°C in Lg8831, appear to be linked to both biological processes: the degradation and the biosynthesis of membrane components. This observation could be related to the reorganization of membrane composition, which is associated with growth at low temperatures [26,28].

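The teichoic acid genes lie together on contig 10. *tagD* (TSno3_c010_g037) changed by 1.72, *tagF* (TSno3_c010_g039) by 1.51, *tagG* (TSno3_c010_g035) by 1.19 and *tagH* (TSno3_c010_g034) by 1.15 on the log2 scale, with adjusted p-values of 0.00911, 0.00763, 0.0116 and 0.0119. *epsL* (TSno3_c053_g009) changed by 1.29 (standard error 0.15, adjusted p = 0.0066) and *glmS* (TSno3_c060_g153) by 1.95 (standard error 0.28, adjusted p = 0.00899). All 6 were called over all arrays, and 4, 3 and 6 without replicates 1, 2 and 3 at 18°C, and 6, 6 and 6 without replicates 1, 2 and 3 at 37°C. With slide as a fixed block none was called and *tagG* changed sign, to -0.78. Category M held 8 of the 111 called genes of Table S1 (7.21%), of 9 that the table lists.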

Another significant result was the pronounced up-regulation of homologues of fructose metabolism (*fru* operon: *fruRCA*) (Table S1). This operon is regulated by the repressor FruR in the absence of fructose in *Lactococcus lactis* and low-GC Gram-positive bacteria. 

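The operon gave the largest changes toward 18°C in this strain among the probes whose temperatures did not overlap. The ratios of *fruA* (TSno3_c018_g013) and *fruC* (TSno3_c018_g014) were 3.74 ± 0.11 at 18°C and -0.17 ± 1.36 at 37°C, and 3.52 ± 0.37 at 18°C and -0.90 ± 0.54 at 37°C (SD, n = 3 arrays each). The log2 changes were 4.96 for *fruR* (standard error 0.30, adjusted p = 0.00116), 4.42 for *fruC* (standard error 0.33, adjusted p = 0.00182) and 3.91 for *fruA* (standard error 0.66, adjusted p = 0.0138). Without replicate 1 or replicate 2 at 18°C, 2 of the 3 genes were called, and all 3 without each of the other arrays. In the Cy-5 channel alone the changes lay between 4.16 and 4.81.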

The FruR effector is fructose-1-phosphate, which is necessary to relieve repression by FruR [45]. Therefore, the observed up-regulation of the *fru* operon in Lg8831 requires the presence of fructose-1-phosphate, which is likely generated as a consequence of the cell wall breakdown processes described above (KEGG pathway: lgr00520) that yields fructose-6-phosphate. This fructose-6-phosphate is then redirected to the glycolysis pathway and converted to fructose-1,6-biphosphate, which is further spontaneously dephosphorylated to fructose-1-phosphate [45]. 

Thus, a relevant finding of this work is that Lg8831 is able to sense and adapt to temperatures below its optimum by means of differential expression of genes whose products are involved in a specific cold response. Additionally, this specific and coordinated remodeling of the transcriptome could be related to the differential growth kinetics, associated with a shorter lag phase, demonstrated by this strain (Table 2).

#### Induction of a general stress response in Lg21881

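Table S2 lists 31 genes as phage-related or mobile elements, and 26 of these were called here, 17.1% of the 152 genes of the table called. All 31 had the higher ratio at 18°C, and the arrays of the temperatures did not overlap for 29, in a list that was chosen on these same arrays. With only probes well above background on all 3 arrays of at least 1 temperature, 16 of the 31 were called. Without replicates 1, 2 and 3 at 18°C 16, 26 and 9 were called, and 22, 20 and 22 without replicates 1, 2 and 3 at 37°C, which were 28.1%, 21.5% and 32.1%, and 13.3%, 21.1% and 23.9%, of the genes of Table S2 called in each of these fits.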

The largest group among the up-regulated genes at 18°C (31%) was the phage, prophage, and chromosomal mobile elements. The up-regulation of this group of genes has been observed in several bacteria under different stress conditions [46-48] and phage-related proteins have been previously reported to be up-regulated in group A *Streptococcus* at 29°C compared to 37°C [8]. Phages, prophages, and mobile elements play a role in bacterial genome diversification, and there is evidence of the induction of genetic exchange mechanisms as a general response to stress in Gram-positive bacteria [49]. An explanation to this fact is that, at low growth rates, cells enter into a state favorable for DNA rearrangements [48].

Furthermore, we observed the up-regulation of some genes related to the cold-stress response that were also found to be up-regulated in Lg8831 at 18°C, such as *nusA*, *cspA* and the *potABCD* operon (Table S2, Figure 4). The Lg21881 *opuB* homologue was up-regulated at 18°C. The Opu transport system is described as involved in cryoprotection in bacteria, serving for the acquisition of a substantial number of osmoprotectants. It has been demonstrated that the Opu transporters mediate the uptake of the cryoprotectant solute glycine betaine in *Bacillus subtilis* cold-stressed cells [37]. In addition to *nusA*, *cspA*, *potABCD* and *opuB*, we also found up-regulated genes that have been widely described as general stress responsive genes (Table S2) such as: (i) two transcripts encoding OsmC (osmotically inducible protein C)-like proteins (gene32_contig62 and gene67_contig49), whose expression is regulated by multiple stress conditions [50]; (ii) the gene66_contig50 transcript, which encodes a general stress family protein; and (iii) the gene15_contig69, which encodes a Clp protease that has been described as general biomarker of stress adaptive behavior in a wide range of bacteria [51]. 

 

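On the probes designed for Lg21881, *nusA* (HSno3_g11_c22) changed by 1.01 (standard error 0.28, adjusted p = 0.0552) and *cspA* (HSno3_g11_c32) by 1.20 (standard error 0.40, adjusted p = 0.0855). Neither passed the threshold, although all 3 arrays at 18°C lay above those at 37°C for both. SAM at the median, the fit of all 12 arrays, the filter on dim probes and slide as a random block called both. The changes of *potA*, *potB*, *potC* and *potD* were 1.63, 1.90, 1.59 and 1.74, with adjusted p-values of 0.0341, 0.0264, 0.0443 and 0.0341. The ratio of *opuB* (HSno3_g9_c7) was 1.65 ± 0.31 at 18°C and -0.66 ± 0.55 at 37°C (SD, n = 3 arrays each), a log2 change of 2.30 (standard error 0.33, adjusted p = 0.0117). Of the 7 genes 5 were called, and the number was 0, 2 and 0 without replicates 1, 2 and 3 at 18°C, and 4, 1 and 5 without replicates 1, 2 and 3 at 37°C.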

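The transcripts for OsmC-like proteins had log2 changes of 1.91 at gene32_contig62 (standard error 0.20, adjusted p = 0.0057) and 1.84 at gene67_contig49 (standard error 0.28, adjusted p = 0.0128). The general stress protein at gene66_contig50 changed by 1.90 (standard error 0.48, adjusted p = 0.0439) and the Clp protease at gene15_contig69 by 1.32 (standard error 0.25, adjusted p = 0.0242). These 4 genes were called over all arrays, and 1, 3 and 1 without replicates 1, 2 and 3 at 18°C, and 4, 2 and 2 without replicates 1, 2 and 3 at 37°C. In the Cy-5 channel alone 2 of them were called.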

Several genes encoding proteins presumed to be involved in iron homeostasis were up-regulated at 18°C in Lg21881. These genes include: the *fhu* operon (see below); genes of the iron ABC transport system (gene26_contig33, gene27_contig33, gene28_contig33 and gene29_contig33; see TS4); *sufB*, *sufC*, *sufD*, *sufS* homologues; and a gene encoding a NifU-like protein. 

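All 12 of these genes were called, with log2 changes from 1.22 to 2.43 and a median of 1.84, and the temperatures did not overlap for any of them. For the iron ABC transport system the changes were 1.86, 2.03, 2.43 and 2.02 at gene26_contig33, gene27_contig33, gene28_contig33 and gene29_contig33. For *sufB*, *sufC*, *sufD* and *sufS* they were 1.67, 1.49, 1.69 and 1.85, and for the NifU-like protein (HSno3_g4_c51) 1.83 (standard error 0.21, adjusted p = 0.0068). These and the *suf* genes lie at neighbouring positions of contig 51. Of the 12, the number called was 8, 11 and 3 without replicates 1, 2 and 3 at 18°C, and 12, 11 and 9 without replicates 1, 2 and 3 at 37°C. The direction was the same in all 12 genes under each alternative.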

Iron transporter proteins as well as other proteins involved in iron homeostasis are differentially expressed in response to growth temperatures in group A *Streptococcus* [8]. Suf and NifU proteins play a role in the iron-sulfur (Fe-S) cluster assembly machinery [52]. Bacterial Fe-S proteins are essential regulators of gene transcription under stress conditions, acting as sensors of the environment and enabling the organism to adapt to prevailing conditions [53]. These genes involved in iron homeostasis could assist Lg21881 to adapt to low temperature conditions contributing to the general stress response showed by this strain at 18°C.

We observed a strong induction of the *glpKDF* operon at 18°C (Table S2). 

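The log2 change was 4.11 for *glpK* (HSno3_g3_c63; standard error 0.97, adjusted p = 0.0383), 5.41 for *glpD* (HSno3_g4_c63; standard error 0.28, adjusted p = 0.00176) and 5.94 for *glpF* (HSno3_g5_c63; standard error 0.42, adjusted p = 0.00411). For *glpD* and *glpF* every spot of replicate 1 at 37°C was marked as an outlier, so these values rest on 3 arrays at 18°C and 2 at 37°C. With the marked spots kept, a choice made after the data had been seen, the changes were 4.29 and 4.93. The arrays at 37°C varied more than those at 18°C for *glpK*, with -1.82 ± 2.02 against 2.29 ± 0.26 (mean log2 ratio ± SD, n = 3). *glpK* was called without replicate 1 at 37°C, with a change of 5.27, and not called without any of the other 5 arrays, where its adjusted p lay between 0.0644 and 0.125.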

Up-regulation of GlpD has also been reported in *Lactobacillus sakei* when exposed to low temperature [54]. It is known that glycerol metabolism is linked to membrane properties. Glycerol-3-phosphate can be converted to phosphatidic acid towards the activity of an acetyltransferase, which leads to membrane phospholipid synthesis that it is likely linked to changes in membrane composition associated to maintenance of membrane integrity when grown at low temperatures [28,54]. 

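The acetyltransferase at gene8_contig37, which Table S2 lists, had a log2 ratio of 1.02 ± 0.09 at 18°C and -0.13 ± 0.68 at 37°C (SD, n = 3 arrays each). Its log2 change of 1.15 (standard error 0.36) did not pass the threshold, with an adjusted p of 0.0723, although the arrays of the temperatures did not overlap.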

The observed up-regulation of an acetyltranferase transcript (gene8_contig37; see Table S3), which may be related to the synthesis of phosphatidic acid, makes sense in this light. Alternately, the activity of GlpD is also related to the induction of respiratory metabolism in Lg21881 when grown at 18°C (see below).

#### Aerobic respiration activation in Lg21881

Energy production and conversion, and coenzyme transport and metabolism (COG categories C and H) represented 13% of the up-regulated genes at 18°C in Lg21881. An important finding in this study is that 11 genes within these categories (45%) were related to an aerobic respiratory metabolism. LAB have usually been considered as fermentative bacteria, but in recent years some studies have noted the potential of the respiratory metabolism in different lactococcal strains, demonstrating that they undergo respiration and thrive when they are grown in the presence of oxygen and a heme source [55-57]. 

In *L. lactis* subsp. *lactis*, the membrane respiration chain requires dehydrogenases (membrane proteins NoxB and/or GlpD), menaquinones (encoded by *men* genes), and a terminal electron acceptor (the cytochrome oxidase encoded by *cyd* genes) [55,57]. At 18°C in Lg21881, we observed the up-regulation of homologues within the menaquinone biosynthesis pathway (*menB*, *menC*, *menD*, *menE*, *menH* and *ubiE*, see Table S2), and two homologues of the cytochrome oxidase synthesis operon (*cydC* and *cydD*). Additionally, the strong up-regulation of *glpD* (see above) is likely related to both independent biological processes occurring at 18°C in Lg21881: playing a role as a membrane dehydrogenase that is necessary for the aerobic respiration process, and in the biosynthesis of membrane phospholipids associated with membrane changes at low temperatures. 

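The menaquinone genes lie side by side on contig 26, apart from *ubiE*. Their log2 changes were 1.11 for *menB*, 1.62 for *menC*, 1.30 for *menD*, 1.49 for *menE* and 1.36 for *menH*, with adjusted p-values of 0.0258, 0.0127, 0.0144, 0.00717 and 0.0144. The value of *menC* rests on 2 arrays at 37°C. *ubiE* (HSno3_g56_c10) changed by 1.09 and was not called (adjusted p = 0.0542). *cydC* (HSno3_g11_c10) had a ratio of 1.38 ± 0.06 at 18°C and -0.43 ± 0.42 at 37°C (SD, n = 3 arrays each) and changed by 1.81 (standard error 0.25, adjusted p = 0.00996), and *cydD* (HSno3_g12_c10) changed by 1.37 (standard error 0.33, adjusted p = 0.0413).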

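For heme uptake, *fhuB* (HSno3_g9_c54) had log2 ratios of 0.98 ± 0.18 at 18°C and -0.84 ± 0.34 at 37°C (SD, n = 3 arrays each), a change of 1.82 (standard error 0.23, adjusted p = 0.00859). The neighbouring *fhuC* (HSno3_g8_c54) changed by 1.85 (standard error 0.23, adjusted p = 0.00859) and *fhuD* (HSno3_g10_c54) by 1.22 (standard error 0.28, adjusted p = 0.0371).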

Homologues within the *fhu* operon (*fhuB fhuC* and *fhuD*) encoding subunits of the iron complex ABC transport system were also up-regulated at 18°C. The *fhu* operon is responsible for heme uptake in respiring *L. lactis* cells [57] and is likely to be responsible for heme import from the external environment in Lg21881. Heme is required to activate a respiration metabolic pathway in streptococci such us *L. lactis* and *Streptococcus agalactiae* [55,58]. Because Lg21881 lacks the appropriate genes for heme biosynthesis, heme must be present in the medium to activate respiration. Although BHI broth was not supplemented with heme, trace amounts of heme in BHI medium have been reported to activate respiration-related genes [58]. 

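In Lg21881, *pdhA* (HSno3_g7_c40), *pdhB* (HSno3_g8_c40), the dihydrolipoamide acetyltransferase *pdhC* (HSno3_g9_c40) and *pdhD* (HSno3_g10_c40) changed by 1.57, 1.65, 1.62 and 1.30 on the log2 scale. Adjusted p-values were 0.0528, 0.0389, 0.0361 and 0.0634, so that *pdhB* and *pdhC* were called over all probes of the strain and *pdhA* and *pdhD* were not. Acetolactate synthase, *als* (HSno3_g32_c16), changed by 1.20 (standard error 0.31, adjusted p = 0.0478) and pyruvate carboxylase, *pycA* (HSno3_g9_c69), by 2.16 (standard error 0.27, adjusted p = 0.00832).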

We also observed in Lg21881 the up-regulation of genes encoding enzymes related to mixed-acid fermentation that could be associated to the respiratory metabolism such as proteins within the pyruvate dehydrogenase complex (*pdhABD* and dihydrolipoamide acetyltransferase homologues), *als* (acetolactate synthase), and *pycA* (pyruvate carboxylase) (Table S2). When oxygen and heme are present, *L. lactis* shifts to a mixed-acid fermentation, more complete glucose utilization, and energy generation by NADH oxidation via an electron transfer chain [36]. LAB lack a complete Krebs cycle, and consequently, NADH, which is required for the respiratory chain, is produced by carbon catabolism. Once phosphorylated, sugar is catabolized to pyruvate via glycolysis with production of ATP and NADH. Thus, pyruvate dehydrogenase (Pdh) provides extra NADH from pyruvate when oxygen is present [57]. Moreover, we observed in Lg21881 the up-regulation of NADH oxidase, an enzyme that in *L. lactis* is responsible for the shift to the mixed acid fermentation pathway in aerobically grown cells [59]. 

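NADH oxidase (HSno3_g1_c26) had a log2 change of 1.46 (standard error 0.21, adjusted p = 0.0156), on 3 arrays at 18°C and 2 at 37°C. Together with *glpD*, the *fhu* genes and the genes for menaquinones, cytochrome oxidase and mixed-acid fermentation, 19 genes were examined, and 16 were called over all 2275 probes (19 adjusted over the list alone, which the study chose on these arrays). The number called was 6, 10 and 1 without replicates 1, 2 and 3 at 18°C and 19, 8 and 8 without replicates 1, 2 and 3 at 37°C, and it was 4 with slide as a fixed block.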

The up-regulation of respiration-related genes at 18°C in Lg21881 may be linked to the increased solubility of oxygen at lower temperatures, which may increase oxidative stress. Thus, the activation of respiration activity can protect cells against damage by consuming oxygen via respiratory metabolism [53]. 

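The 19 respiration genes of Lg21881 were read on the Lg8831 arrays with the probes designed for Lg21881, all of which were well above background there. Adjusted over the 1355 Lg21881 probes that both strains gave signal on, 19 were called at 18°C in Lg21881, and in Lg8831 *fhuB* was called at 18°C (1.37, adjusted p = 0.0244) and *pdhC* at 37°C (-1.42, adjusted p = 0.0471). Adjusted over the list alone none was called in Lg8831. No gene of the 19 was called at 18°C in Lg8831 without replicate 1, 2 or 3 at 18°C or without replicate 3 at 37°C. The median log2 change was 1.49 in Lg21881 and -0.01 in Lg8831. A difference between the strains was found for 12 of the 19 genes, and for 16 adjusted over the list alone. It was -5.44 for *glpD* (Lg8831 minus Lg21881, standard error 0.42, adjusted p = 7.86e-05) and -1.28 for *menE* (standard error 0.22, adjusted p = 0.00371). It was not shown for *fhuB*, *fhuC* and *fhuD*, with adjusted p-values of 0.46, 0.246 and 0.804, nor for *ubiE*, *menB*, *cydD* and NADH oxidase. With each of the 12 arrays left out in turn, the number of genes with an interaction lay between 10 and 17. In the Cy-5 channel alone it was 6.

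**Figure D4:**
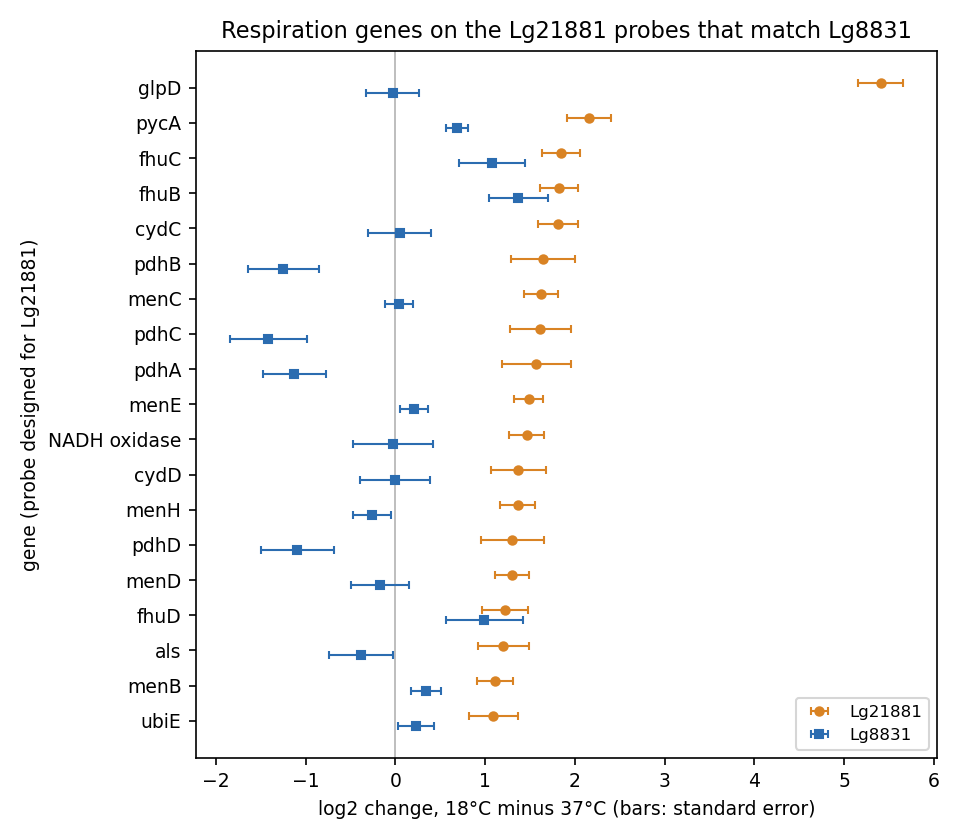
Log2 change at 18°C minus 37°C of the 19 respiration genes in Lg21881 (orange circles) and Lg8831 (blue squares), read on the Lg21881 probes, with bars for the standard error of the limma fit. All 19 genes are above 0 in Lg21881 and 9 are in Lg8831.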

We did not, however, observe a significant up-regulation of the respiratory pathways in strain Lg8831 at 18°C highlighting the possibility that this phenomenon is strain-dependent. The specific up-regulation of aerobic respiration-related genes in Lg21881 may be related to the general response to stress observed at 18°C for this strain. To the best of our knowledge, this is the first time respiratory metabolism has been described in *L. garvieae*.

### Transcriptional profiling of Lg8831 and Lg21881 at 37°C compared to 18°C

Carbohydrate transport- and metabolism-related genes (COG category G) were the largest group among the up-regulated genes in both strains (Figure 2), which is in accordance with the high growth rate and metabolic activity at 37°C shown by both strains (Table 2). 

We observed the up-regulation of genes involved in an elevated glycolytic activity at 37°C in Lg8831, which is likely related to the higher growth rate at 37°C compared to 18°C (Table 2). This group includes: (i) genes encoding glycolytic enzymes such as *gapB* (glyceraldehyde-3-phosphate dehydrogenase), *fbaA* (fructose-biphosphate aldolase), *scrK* (fructokinase) and *pyk* (pyruvate kinase); (ii) enzymes of fermentation pathways such as ldh (lactate dehydrogenase) and *pdhAB* (pyruvate dehydrogenase complex); and (iii) PTS systems, necessary for the transport and phosphorylation of sugars before their utilization and genes within the energy production and conversion pathways (Table S3). 

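In Lg8831, *gapB* (TSno3_c089_g003) changed by -1.98 (standard error 0.22, adjusted p = 0.0057), *fbaA* (TSno3_c065_g034) by -1.09 (standard error 0.14, adjusted p = 0.00763) and *pyk* (TSno3_c048_g032) by -1.17 (standard error 0.28, adjusted p = 0.0366). These were called, whereas *ldh* (TSno3_c007_g036) with -1.89, *pdhA* with -1.49 and *pdhB* with -1.25 had adjusted p-values of 0.078, 0.079 and 0.0757. Fructokinase *scrK* (TSno3_c024_g005), with no array well above background at 18°C, was at least 3-fold higher at 37°C (adjusted p = 0.0888) and was not called. This bound was 2.26 to 5.12-fold under the alternatives, the highest without Lg8831 replicate 3 at 37°C. In the Cy-5 channel alone *gapB* was 0.25 and *fbaA* 0.25 higher at 18°C, *pdhA* and *pdhB* were at 0.10 and 0.02, *pyk*, *ldh* and *scrK* kept their sign and none of the 7 was called, and none was called after median centring in place of loess, where all 7 kept their sign. The number called was 2, 1 and 4 without replicates 1, 2 and 3 at 18°C, and 2, 2 and 5 without replicates 1, 2 and 3 at 37°C. Of the 9 PTS genes of Table S3, 6 were called.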

The growth of lactic acid bacteria is characterized by the generation of acidic end products of fermentation (mainly lactic acid), which accumulate in the extracellular milieu leading to an acidification of the environment [60]. In this regard, the expression of acid resistance-related genes could help to cope with these environmental changes. Thus, 17 of the up-regulated genes at 37°C in Lg8831 (13%) were related to an acid resistance response, including: (i) genes within the three main systems involved in lactococcal pH homeostasis: the F_1_F_0_-ATPase proton pump, the glutamate decarboxylase (GAD) system and the arginine deiminase (ADI) pathway [61]; (ii) the *lctO* gene encoding L-lactate oxidase, an enzyme that has been implicated in the removal of excess lactate that accumulates after fermentation [62]; and (iii) other described biomarkers of the acid resistance response such as *dnaK* and *groEL* [60], and *clpE* and *clpB* [51] (Table S3). 

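Of these 17 genes 15 were called, and all 17 were lower at 18°C on each of its 3 arrays than on any array at 37°C. The F1F0-ATPase genes *atpA*, *atpC*, *atpD*, *atpE*, *atpF*, *atpG* and *atpH* on contig 41 changed by -1.47, -1.15, -1.89, -1.74, -1.70, -1.80 and -1.49. In the Cy-5 channel alone 3 of them changed sign, with *atpD* at 7.41e-06, *atpG* at 0.04 and *atpH* at 0.06, and 6 of the 17 genes were called, against 7 after median centring. The largest changes were those of *gadC* (TSno3_c096_g011), -6.64 (standard error 0.96, adjusted p = 0.00911), and *gadB*, -6.31 (standard error 0.63, adjusted p = 0.00368). For *arcA*, *arcB* and *arcD* the changes were -2.47, -2.23 and -2.05. *dnaK*, *clpE* and *clpB* changed by -1.53, -1.43 and -2.22, with adjusted p-values of 0.0294, 0.00312 and 0.0033. *groEL* (-1.52, adjusted p = 0.112) and *lctO* (-2.93, adjusted p = 0.0531) were not called. The number called was 11, 11 and 15 without replicates 1, 2 and 3 at 18°C, and 13, 14 and 14 without replicates 1, 2 and 3 at 37°C, with 11 genes called in all 6 fits.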

In addition, 19 out of the 136 up-regulated transcripts at 37°C (14%) in Lg21881 corresponded to plasmid-encoded genes (Table S4). 

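Plasmid sequences were taken as the 6 contigs on which Table S4 places genes of plasmids up-regulated at 37°C, a choice that favours lower values at 18°C. Called up at 37°C were 10 of their probes (9.35%), against 89 of the 2168 other probes (4.11%), and 2 were called up at 18°C. Of the 19 plasmid-encoded genes of Table S4, 9 were called, and the arrays of the temperatures did not overlap for 17, in a list that was chosen on these same arrays. Over all probes of the 6 contigs, called or not, the median change was -0.22, and 64 were lower at 18°C. The median was -0.022 in the Cy-5 channel alone and -0.515 with the filter on dim probes, the ends of its range under the alternatives. In limma's camera test of these probes against the others the p was 0.0124 toward 37°C with the preset correlation between genes, 0.30 with the correlation estimated from the data, and 0.114 in fry, so that the call held under neither. Medians of the contigs ranged from -0.88 on contig 41 to 0.32 on contig 42, which holds 49 of the probes. Without replicate 3 at 37°C the median over these probes was -0.07 and the camera p 0.0106, and without replicate 2 at 18°C they were -0.15 and 0.16. The number of the 19 genes called was 2, 9 and 0 without replicates 1, 2 and 3 at 18°C and 8, 2 and 4 without replicates 1, 2 and 3 at 37°C.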

Lg21881 carries five circular plasmids encoding heterogeneous functions acquired by horizontal gene transfer from other lactic acid bacteria (LAB) [63]. The optimum growth temperature for *L. garvieae* is 37°C [7]. It is therefore expected that the expression of extra chromosomal material is favored at this temperature. 

### Responses potentially linked to the pathogenesis of *L. garvieae*

The influence of temperature in the expression of virulence factors has been extensively studied in different bacterial pathogens such as *Listeria monocytogenes* [64] and *Pseudomonas aeruginosa* [65]. In this study, several genes encoding proteins associated with the pathogenesis of different pathogens were up-regulated in Lg8831 at 18°C or in Lg21881 at 37°C.

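For the delta subunit of RNA polymerase, *rpoE* (TSno3_c077_g024), the log2 ratio was 0.40 ± 0.10 at 18°C and -0.85 ± 0.16 at 37°C (SD, n = 3 arrays each), a change of 1.25 (standard error 0.15, adjusted p = 0.0066). On the same probe Lg21881 changed by -0.04 (standard error 0.20), and the difference between the strains was 1.29 (standard error 0.24, adjusted p = 0.00501).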

 The *rpoE* homologue encoding the delta subunit of RNA polymerase, the cold-responsive *potABCD* operon, and three genes (gene25_contig19, gene51_contig19, gene20_contig36) encoding autolytic enzymes were up-regulated in Lg8831 at 18°C (Table S1). RpoE has been described as an essential global modulator of environmental adaptation in Gram-positive bacteria such us *S. mutans* [66], and it has also been linked to the virulence of *S. agalactiae* [67,68] and the fish pathogen *Vibrio harveyi* [69]. The cold-responsive *potABCD* operon has been described as necessary for the pathogenesis of *S. pneumoniae* in experimentally infected mice [70]. In particular, it has been demonstrated that PotD it is intricately linked to the fitness, survival, and pathogenesis of pneumococci in host microenvironments [71]. Autolytic enzymes also play an important role in the infectious process in Gram-positive pathogens [40]. When bacteriolysis occurs during infection, cell wall- and membrane-associated lipopolysaccharides (endotoxin), lipoteichoic acids, and peptidoglycan are released. These compounds can act on macrophages to induce the release of reactive oxygen and nitrogen species, cytotoxic cytokines, hydrolases, and proteinases, and also activate the coagulation and complement cascades. All these agents and processes are involved in the pathophysiology of septic shock and multiple organ failure resulting from severe microbial infection [40]. Lg8831 was isolated from rainbow trout suffering lactococcosis, a disease greatly influenced by temperature [1]. Therefore, the up-regulation of these genes in Lg8331 at 18°C could be relevant in the pathogenesis of lactococcosis, a disease characterized by a severe generalized septicemic process in affected fish. To confirm this hypothesis, our group is currently performing transcriptomic studies in experimentally infected trout. 

In Lg21881, genes that may be associated with pathogenesis were those related to manganese homeostasis up-regulated at 37°C: a *mtnR* homologue encoding a manganese-dependent transcriptional regulator of the DtxR family; *mtsABC* homologues encoding a manganese ABC transporter; and a *mntH* homologue encoding a Nramp family manganese transport protein (Table S4). 

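The regulator *mtnR* (HSno3_g53_c49) had a log2 ratio of -2.79 ± 0.39 at 18°C and 0.37 ± 0.42 at 37°C (SD, n = 3 arrays each), a change of -3.16 (standard error 0.31, adjusted p = 0.00511), and the neighbouring *mntH* (HSno3_g54_c49) changed by -2.58 (standard error 0.27, adjusted p = 0.00587). The transporter genes *mtsA*, *mtsB* and *mtsC* on contig 85 changed by -2.90, -1.99 and -1.53, with adjusted p-values of 0.0101, 0.0217 and 0.016, and *mtsB* was measured on 2 arrays at 37°C. All 5 were called over all arrays, and 3, 5 and 2 without replicates 1, 2 and 3 at 18°C, and 5, 3 and 4 without replicates 1, 2 and 3 at 37°C. All 5 were higher at 37°C under each alternative.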

MtnR was first described in *B. subtilis* as a transcriptional regulator, which responded to manganese. The manganese ABC transporter and MntH are the targets of MntR regulation [72]. Both, Nramp and ABC class manganese transporters have been extensively described as essential for the virulence of several Gram-positive pathogens [73]. In particular, MntH has been linked to the virulence of pathogens such as *Salmonella enterica* [74], *Escherichia coli* [75], *Brucella abortus* [76] and *Yersinia pestis* [77]. Thus, as in other pathogens, the regulation of the expression of these manganese transporters could also play a role in the pathogenesis of infections caused by Lg21881.

## Conclusion

The data coming from the whole genome DNA microarray of *L. garvieae* constructed in the present study demonstrated excellent agreement in the microarray validation experiments, indicating that it can be a useful tool for transcriptome studies in *L. garvieae*. In the present study, this microarray was used to perform the first transcriptome analysis of *L. garvieae*. This study of gene expression revealed that Lg8831 and Lg21881 differentially respond to temperature suggesting strain-specific adaptation mechanisms. In addition, it is the first time that a respiratory metabolism has been described in *L. garvieae*. These data extend our understanding of the regulatory networks and biology of this important pathogen.

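Each strain's gene lists were also tested on the other strain's arrays, over the common probes of the list. Those arrays took no part in choosing the lists. But temperature and slide are tied in the same way in both strains, apart from Lg21881 replicate 1 at 18°C. A slide difference common to the strains could therefore carry a list across, and these tests cannot exclude it. In Lg21881, the 81 common genes of Table S1 had a median log2 change of 0.47, against -0.07 for the other probes, with 62 of 81 higher at 18°C (camera p = 4.05e-06, fry p = 0.0156, camera with the correlation estimated from the data p = 0.120). The 91 genes of Table S3 had a median of -0.64, with 18 higher at 18°C (camera p = 3.35e-07, fry p = 7.32e-05, estimated correlation p = 0.00599). In Lg8831, the 122 genes of Table S2 had a median of 0.19, with 77 higher at 18°C (camera p = 2.29e-04, fry p = 0.0965, estimated correlation p = 0.379), and the 79 genes of Table S4 a median of -0.73, with 10 higher at 18°C (camera p = 2.25e-07, fry p = 0.0111, estimated correlation p = 0.294). Of the 4 lists, that of Table S3 in Lg21881 passed all 3 tests at 0.05, and those of Tables S1 and S4 passed camera and fry. Of the 10 splits of the 6 arrays into 3 and 3, the number with a camera p at least as small, the real one included, was 4 for Table S1, 1 for Table S3, 7 for Table S2 and 7 for Table S4. Without Lg8831 replicate 3 at 37°C, the median of the Table S2 list was 0.004 and its camera p 0.114.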

## Supporting Information

Table S1 **Genes showing significant up-regulation by microarray hybridization in Lg8831 grown at 18°C compared to 37°C.**
(DOC) Click here for additional data file.

Table S2 **Genes showing significant up-regulation by microarray hybridization in Lg21881 grown at 18°C compared to 37°C.**
(DOC) Click here for additional data file.

Table S3 **Genes showing significant up-regulation by microarray hybridization in Lg8831 grown at 37°C compared to 18°C.**
(DOC) Click here for additional data file.

Table S4 **Genes showing significant up-regulation by microarray hybridization in Lg21881 grown at 37°C compared to 18°C.**
(DOC) Click here for additional data file.

# Supplementary material for: Global Transcriptome Analysis of Lactococcus garvieae Strains in Response to Temperature
**Source:** PLoS One. 2013 Nov 4;8(11):e79692. doi: 10.1371/journal.pone.0079692
**Supplement:** Table S1 — Genes showing significant up-regulation by microarray hybridization in Lg8831 grown at 18°C compared to 37°C.

**Table S1:** Genes showing significant up-regulation by microarray hybridization in Lg8831 grown at 18ºC compared to 37ºC.

# Supplementary material for: Global Transcriptome Analysis of Lactococcus garvieae Strains in Response to Temperature
**Source:** PLoS One. 2013 Nov 4;8(11):e79692. doi: 10.1371/journal.pone.0079692
**Supplement:** Table S2 — Genes showing significant up-regulation by microarray hybridization in Lg21881 grown at 18°C compared to 37°C.

**Table S2:** Genes showing significant up-regulation by microarray hybridization in Lg21881 grown at 18ºC compared to 37ºC.

# Supplementary material for: Global Transcriptome Analysis of Lactococcus garvieae Strains in Response to Temperature
**Source:** PLoS One. 2013 Nov 4;8(11):e79692. doi: 10.1371/journal.pone.0079692
**Supplement:** Table S3 — Genes showing significant up-regulation by microarray hybridization in Lg8831 grown at 37°C compared to 18°C.

**Table S3:** Genes showing significant up-regulation by microarray hybridization in Lg8831 grown at 37ºC compared to 18ºC.

# Supplementary material for: Global Transcriptome Analysis of Lactococcus garvieae Strains in Response to Temperature
**Source:** PLoS One. 2013 Nov 4;8(11):e79692. doi: 10.1371/journal.pone.0079692
**Supplement:** Table S4 — Genes showing significant up-regulation by microarray hybridization in Lg21881 grown at 37°C compared to 18°C.

**Table S4:** Genes showing significant up-regulation by microarray hybridization in Lg21881 grown at 37ºC compared to 18ºC.

How the deposited data were processed for this re-analysis (not part of the article)

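Gene expression of *L. garvieae* Lg8831, from a diseased trout, and Lg21881, from human blood, was measured after growth at 18°C and at 37°C, with 3 independent cultures per strain and temperature. Each of the 12 samples was labelled with Cy-5 and hybridized on its own array against a Cy-3 reference made of RNA of both strains grown at 29°C, with no exchange of the dyes. Each array has 13337 features, of which 12801 are not controls, with 3 spots for each of 1992 probes designed for Lg8831 and 2275 designed for Lg21881.

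The authors' scanner software gave fluorescence intensity for each spot and channel, as median signals of spot and background with no correction, as background-subtracted intensity with no normalization between dyes or arrays, and as processed intensity that was also normalized between the dyes within the array. The log10 values, as deposited by the authors, are the log10 ratio of processed Cy-5 over processed Cy-3 computed by the scanner software per the file headers, and were not used here. The software also gave marks for spots well above background, saturated spots and outlier spots. No spot was saturated. The authors' normalized values are log2 ratios of Cy-5 over Cy-3 with a smooth function of intensity removed within each array, and they are missing where a channel was at or below 0.

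For the values reported, background-subtracted signals under 10 were set to 10, log2 of Cy-5 over Cy-3 was taken and loess with a span of 0.3 was fitted within each array on the spots other than controls. Spots marked as outliers in either channel were left out, and the other spots of a probe were averaged. Leaving these spots out is a general rule for scanner files that was not written into the plan of the tests, and keeping them is an alternative chosen after the data had been seen. The tests were run in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) and data.table 1.17.8, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold, over all probes of the strain. All p-values are two-sided. Adjusted p-values in the passages come from limma. Where no array of a temperature was well above background in Cy-5, the change is given as a lower bound in the Cy-5 channel, with each array of the dim temperature set at the higher of its own signal and the lowest signal well above background, after loess and quantile normalization of average intensity between arrays. This fold can exceed that of the ratios to the reference, which also carry the Cy-3 channel, and where both temperatures were dim no fold is given.

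Common probes were the Lg8831 probes with at least 2 of 3 spots well above background in Cy-5 on all 3 arrays of at least 1 temperature in each strain, and the respiration genes were read on Lg21881 probes chosen by the same rule. Each strain was fitted on its own 6 arrays. The overlap of calls was tested with Fisher's exact test, and the interaction of strain and temperature with limma over the 12 arrays. Gene lists were tested with camera (correlation between genes preset to 0.01), with camera using the correlation estimated from the data, and with fry. Genes were named if the text, Table 1 or Figure 4 of the paper names them and Tables S1 to S4 give a probe, or if they were among the 5 called probes with the largest change in a strain and direction whose arrays did not overlap. The fold changes of the tables had been seen when this rule was written.

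The tests, the rule for naming genes and the alternatives were chosen before the data were examined, apart from those said to have been chosen later. The alternatives were normexp background correction with an offset of 50, planned for mean signals and run on median signals since the files have no mean signals, the scanner software's processed signals, a floor of 1, signals at or below 0 left out, median centring, loess on the strain's own probes, ratios scaled between arrays, the Cy-5 channel alone, the authors' normalized values, a filter on dim probes, SAM with 20 permutations at the median and at the 90th percentile of false calls, an adjusted p under 0.0005, no fold filter, all 12 arrays in one fit, slide as a fixed block, as a random block and within slide 1, replicate number as a block, stricter common probes with signals of the strains within 4-fold, calls matched by gene identifier, and each array left out in turn.

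The comparisons were tested on simulated data with 200 changed genes. Of these, limma and SAM each called 198 in Lg8831 with 2 false calls and 199 in Lg21881 with 1 false call. The interaction found 186 with 16 false calls and the overlap 196 with 1 false call. The changed genes were drawn from bright probes, and every simulated change was above the 2-fold filter. Noise was independent between probes, with no slide difference and no array apart from its group. The counts therefore do not show how well smaller changes or dim probes were recovered on the real arrays. The array number of 3 per group limits the precision, and the share of a strain's own probes well above background, 52.6% to 88.5% per array, limits the genes that can be compared. RT-qPCR values are not analysed here.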

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

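Of the tests in this part, those of the relabellings beyond the first 100, of a mislabelled and of a mixed sample, of slide without Lg21881 replicate 1 at 18°C, of the probes with the larger change in Lg21881, of *pdhA*, *pdhB* and *pdhC*, and of the respiration genes on Lg8831's own probes were chosen after the results had been seen.

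A difference between groups marked the strain by temperature interaction: 240 of 1294 common probes changed differently in the strains. Chance can be excluded for the count, since of 100 relabellings of the strains within both temperatures 1, the real labelling, gave as many probes, and the highest of the others gave 42. Among all 200 relabellings 2 did, the other being the exchange of Lg8831 replicate 3 and Lg21881 replicate 1 at 37°C, with 357. These arrays also raised the count most when left out. A mislabelled sample is argued against, since of 139 probes that the other arrays showed in Lg8831 alone, 97.8% were well above background on Lg8831 replicate 3 and 2.88% on Lg21881 replicate 1. A mixed sample stays open for Lg8831 replicate 3: of the probes seen in Lg21881 and on no other Lg8831 array, 18.5% were well above background there, against at most 4.73% on each other Lg8831 array with probes chosen the same way, but their signal did not follow their level in Lg21881 (Spearman correlation 0.07, and -0.04 to 0.25 on the other Lg8831 arrays). On Lg21881 replicate 1 the share of the probes of Lg8831 was 2.94%, within the 0.752% to 6.38% of the other Lg21881 arrays. The count was 133 and 147 without Lg21881 replicates 3 and 1 at 18°C, 158 without Lg8831 replicate 1 at 18°C, 156 and 144 without Lg8831 replicates 1 and 2 at 37°C, 371 without Lg21881 replicate 1 at 37°C and 387 without Lg8831 replicate 3 at 37°C. The probes were designed for Lg8831, and cross-hybridisation that weakens the signal of Lg21881 draws its changes toward 0. This is argued against for part of the probes, since 24.6% of those with an interaction had the larger change in Lg21881 and were called there, and 27.2% in the Cy-5 channel alone. For the other probes it stays open. Calls in opposite directions, which weakening cannot give, were found on 5 probes, where independent calls would give 11.9, so that this count cannot decide. Without Lg21881 replicate 1 at 18°C, all arrays at 18°C lay on slide 2 and all at 37°C on slide 1, so that a slide difference common to the strains cancels in the interaction. In that fit, which for the interaction is the same as slide as a fixed block, 147 probes had an interaction, 144 of them among the 240 and of the same sign, and 2 of 100 relabellings of its arrays gave as many. This argues against a slide difference common to the strains as the whole cause. For the 96 probes that lost the interaction, the slide difference and the interaction cannot be told apart: a fall of over 1.5 times had been written down beforehand as what a slide difference would give, but leaving out other arrays lowered the count about as far. A slide difference that is not the same in the strains was not tested. A difference between the strains in their response to temperature stays among the open explanations.

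The cold stress genes of Figure 4 were marked by the same test, with an interaction on 11 of 31 genes. The median difference of the changes was 0.83 (Lg8831 minus Lg21881). The number was 6 with ratios scaled between arrays and 6 with slide as a fixed block. It was 6 and 7 without Lg21881 replicate 1 at 18°C, where a slide difference common to the strains cancels, and replicate 2 at 37°C, 7 without Lg8831 replicate 1 at 18°C and without its replicates 1 and 2 at 37°C, and 18 without Lg21881 replicate 1 at 37°C. The list was chosen on the Lg8831 arrays, which favours a larger change in Lg8831, and the probes were designed for Lg8831. For *cspA* and *nusA*, which had an interaction, the Lg21881 probes gave changes of 1.20 and 1.01 in Lg21881. The Lg8831 probes gave 1.04 and 0.97 there, so that weakening was not shown for these genes. For the other genes with an interaction cross-hybridisation was not tested. A weaker signal of Lg21881 may therefore account for part of the smaller changes there, and a difference between the strains stays open beside it.

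The respiration genes were also marked by this test, with an interaction on 12 of 19 genes, and 6 in the Cy-5 channel alone. They were read on probes designed for Lg21881, so that cross-hybridisation could weaken the changes of Lg8831. On these probes the Lg8831 changes of *pdhA*, *pdhB* and *pdhC* were -1.12, -1.25 and -1.42. For *pdhA*, *pdhB* and *pdhC*, all 3 had opposite signs in the strains on the Lg8831 probes with an interaction, which weakening does not give. On each strain's own probes the changes were -1.49, -1.25 and -1.36 in Lg8831, not called, and 1.57, 1.65 and 1.62 in Lg21881. On the ratios this argues against cross-hybridisation for these 3 genes. In the Cy-5 channel alone none of the 3 had an interaction, and the changes of *pdhA* and *pdhB* in Lg8831 were 0.10 and 0.02. The difference between the strains was thus not shown for them in that channel. On the probes of Lg8831 for the genes of the pathway that the tables pair with it, the median change was -1.36, and these are *pdh* genes, so that for the other genes the strains' probes cannot be compared and cross-hybridisation cannot be told apart from a difference between the strains. The list was chosen on the Lg21881 arrays. Without Lg21881 replicate 1 at 18°C, where a slide difference common to the strains cancels, 10 had an interaction.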

How the results depend on the processing

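Keeping the spots marked as outliers was the 1 alternative chosen after the data had been seen. Over 132 named genes and all alternatives there were 2880 values, of which 2366 kept their direction and their side of the threshold, 437 fell below the threshold in the same direction, 69 passed it and 8 changed sign, 2 of these at *pdhA* and *pdhB* of Lg8831, which were not called and were at 0.10 and 0.02 in the Cy-5 channel alone. The sign was kept under all alternatives by 124 genes. The replicate numbers do not pair the cultures: after removing the group means, arrays of the same number at 18°C and 37°C had correlations across probes of -0.03, 0.08 and 0.09 in Lg8831 and -0.05, 0.06 and -0.09 in Lg21881. The cause of the changes below was not tested unless it is given.

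With an adjusted p under 0.0005, 3 genes were called in Lg8831, 0 up at 18°C and 3 up at 37°C, all 3 in the tables, and 0 in Lg21881 (0 up at 18°C, 0 up at 37°C, 0 of the tables) in limma. At an unadjusted p under 0.05 there were 797 and 844 probes, and SAM called 342 and 468. Without the fold filter Lg8831 had 459, 240 at 18°C and 219 at 37°C, and Lg21881 had 152 at 37°C, and 133 genes were shared by the strains, 45 at 18°C and 88 at 37°C. SAM at the median called 468 in Lg21881, 318 at 18°C and 150 at 37°C, and 173 at 37°C in Lg8831. At the 90th percentile SAM called 37 in Lg8831 (18 at 18°C, 19 at 37°C, 35 of the tables). In Lg21881 it called 122 (101, 21 and 97 of the tables). Its permutations include the real labelling and its mirror image, which raise the false calls at that percentile.

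With slide as a fixed block, which rests on the lone array at 18°C on slide 1 and has larger errors, 7 genes were called in Lg8831 (4 at 18°C, 3 at 37°C, 7 of the tables) and 51 in Lg21881 (40, 11 and 42). In Lg8831 this left 1 RT-qPCR gene, 0 of the Figure 4 genes, 0 of category J, 1 transport gene, 0 acid resistance genes and shares of 0% for J, 0% for K and 25% for M. In Lg21881 it left 4 respiration, 7 phage-related, 4 iron, 2 manganese and 1 plasmid-encoded genes, a share of 19.4% for C and H, 2 Figure 4 genes, and 0 respiration genes called up at 18°C in Lg8831. It left 13 genes shared by the strains, 4 at 18°C and 9 at 37°C, 147 with an interaction and 6 of Figure 4, a correlation with the tables of 0.943 in Lg8831, and *tagG* at -0.78. Within slide 1, with 1 array against 3 and the lone array assumed to vary like the others, limma called 0 genes in Lg21881 in either direction, and 0 in each of its lists, including 0 of the 5 RT-qPCR genes, although all 303 genes called over all arrays kept their sign. Slide as a random block gave 16 plasmid-encoded genes. With the replicate number as a block, 152 genes were called in Lg21881 (111 at 18°C, 41 at 37°C, 118 of the tables), 8 respiration genes and 5 plasmid-encoded genes.

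In the Cy-5 channel alone *gapB* was at 0.25, *fbaA* at 0.25, *atpD* at 7.41e-06, *atpG* at 0.042 and *atpH* at 0.065, all reversed. There 127 genes of the tables were called in Lg8831, 20 of Figure 4 in Lg8831 and 2 in Lg21881, 6 acid resistance genes, 13 genes shared at 37°C and 6 respiration genes with an interaction, with a share of 8.57% for K and correlations with the tables of 0.933 in Lg8831 and 0.937 in Lg21881. Median centring gave 7 acid resistance genes and correlations of 0.972 and 0.970, and raised the share of the Lg8831 calls that were up at 18°C from 53.7% to 64.1%. A floor of 1 gave correlations of 0.983 and 0.965. The processed signals gave 14 plasmid-encoded genes and a correlation of 0.996 in Lg21881, and normexp 2 Figure 4 genes in Lg21881. Ratios scaled between arrays gave 6 Figure 4 genes with an interaction. The filter on dim probes, which tests fewer probes (1559 in Lg8831, 1676 in Lg21881), gave a correlation of 0.995 in Lg21881, 16 phage-related genes and a share of 10.4%. All 12 arrays in one fit gave 14 transport genes and a share of 4.4% for M. No scaling moved the median of all probes of a strain by more than 0.1.

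Tests of gene lists gave the same medians with other p-values: the plasmid contigs (-0.22) were past 0.05 neither in fry nor with the estimated correlation, nor was the Table S2 list in Lg8831 (0.19), and the Table S1 list in Lg21881 (0.47) and the Table S4 list in Lg8831 (-0.73) were not with the estimated correlation.

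With each array of Lg21881 left out in turn, its called genes ranged from 49 to 411, from 34 to 247 up at 18°C and from 15 to 164 up at 37°C, with the lowest without replicate 3 at 18°C and the highest without replicate 1 at 37°C. The genes of the tables called ranged from 43 to 267 and the correlation with the tables from 0.968 to 0.984. Respiration genes ranged from 1 to 19, phage-related genes from 9 to 26 and their share from 13.3% to 32.1%, iron genes from 3 to 12, plasmid-encoded genes from 0 to 9, manganese genes from 2 to 5 and the Figure 4 genes called in Lg21881 from 0 to 5. The median of the plasmid contigs ranged from -0.27 to -0.068. With each array of Lg8831 left out, its called genes ranged from 79 without replicate 2 at 18°C to 302 without replicate 3 at 37°C, from 43 to 170 up at 18°C and from 36 to 132 up at 37°C. The genes of the tables called ranged from 73 to 201, the correlation with the tables from 0.981 to 0.991, the Figure 4 genes from 16 to 31, the genes of category J from 9 to 27, the transport genes from 9 to 24 and the respiration genes called up at 18°C in Lg8831 from 0 to 1. The median of the Table S2 list ranged from 0.0042 to 0.346. With any of the 12 arrays left out, the genes shared by the strains ranged from 14 to 38, from 3 to 13 at 18°C and from 11 to 25 at 37°C, the common probes with an interaction from 133 to 387 and the Figure 4 genes with an interaction from 6 to 18. Fewer arrays give less power, which is part of any fall. The RT-qPCR genes were called in each of these fits.

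The signal over background limits the comparison: the lowest array, Lg8831 replicate 3 at 18°C, had 52.6% of the strain's own probes well above background. The filter on dim probes was not run for results on common probes, which pass it by their definition, and SAM and the thresholds were run for the strain comparisons.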

Differences from the paper's values

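The alternative that kept spots marked as outliers was chosen after the data had been seen, and the others were set before the data were examined. For genes up-regulated at 18°C in both strains the paper gives 21 and the value here is 10. It came within 1.5-fold of the paper's in the Cy-5 channel alone (14) and with calls matched by gene identifier (14), and not under the other alternatives. For 37°C the paper gives 33 and the value here is 21. The processed signals (23), median centring (22), loess on the strain's own probes (22), ratios scaled between arrays (24), and the fits without Lg21881 replicate 1 at 37°C (25) and without Lg8831 replicate 2 at 37°C (22) came within 1.5-fold, and the other alternatives did not. The common probes here are not the paper's matching probes, which is a limit of these comparisons.

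The paper gives 19 plasmid-encoded genes up-regulated at 37°C, and 9 were called here. Normexp (13), the processed signals (14), median centring (13) and slide as a random block (16) came within 1.5-fold, and the other alternatives did not. For the share of the genes up-regulated at 18°C in Lg21881 that are phage-related the paper's text gives 31%, and here it was 17.1% of the genes of Table S2 that were called. Slide as a fixed block (22.6%), the replicate block (23.5%) and the fits without Lg21881 replicates 1, 2 and 3 at 18°C (28.1%, 21.5% and 32.1%) and replicates 2 and 3 at 37°C (21.1% and 23.9%) came within 1.5-fold, and the other alternatives did not. Table S2 marks 31 genes in this group, 14.9% of its 208 genes.

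A log2 change was taken to differ when its sign differed or the gap was larger than the SD of the replicates, and a lower bound when it was over 1.5 times the paper's fold. By this rule 5 of 127 fold changes of named genes differed. Under the alternatives the number was 60 in the Cy-5 channel alone, 48 with median centring, 46 with ratios scaled between arrays, 37 with slide as a fixed block, 14 with normexp and 10 with the processed signals, and it lay between 1 and 8 under the others, some of which cover only one strain. Where replicates vary, a larger gap passes: *gadC* is at -5.51 in the paper and -6.64 here. For *rpoE* in Lg8831 (TSno3_c077_g024) the paper's log2 change is 1.09 and the value here 1.25. It did not differ with the processed signals, ratios scaled between arrays, slide as a fixed block, or without Lg8831 replicate 2 at 18°C or replicate 1 at 37°C, and differed under the other alternatives. In Lg21881, the paper has 4.29 for *glpD* (HSno3_g4_c63) against 5.41 here and 4.88 for *glpF* (HSno3_g5_c63) against 5.94 here. Both differed under all alternatives set before the data were examined. Only with the marked spots kept, an alternative chosen after the values had been seen, did they not differ, at 4.29 and 4.93. That alternative called 208 and 244 genes of the tables in place of 200 and 241, and 2 named genes that were called without it were not called with it. For *menC* (HSno3_g34_c26) the paper has 1.45 and the value here is 1.62, which did not differ in the Cy-5 channel alone, without Lg21881 replicate 3 at 18°C or with the marked spots kept. For HSno3_g45_c92, which was not well above background at 18°C, the paper has a 14.49-fold change. The value here is a lower bound of 22.3-fold in the Cy-5 channel, which is not the paper's measure. On the ratios to the reference the change was 20.2-fold (log2 -4.33). Its gap from the paper's fold lay within the SD of 1.03 at 18°C, so that this probe differed as a Cy-5 bound only. The bound did not differ with normexp (6.49), the processed signals (14.4), signals at or below 0 left out (9.91), the Cy-5 channel alone (20.7), the authors' normalized values (9.91), or without Lg21881 replicate 2 at 18°C (14.0) or replicate 2 at 37°C (21.7), nor with the marked spots kept (12.3), an alternative chosen after the values had been seen, and differed under the other alternatives.

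Several alternatives gave the paper's own value where the values above did not differ. These were normexp for the Lg21881 genes up-regulated at 18°C (208), all 12 arrays in one fit for the acid resistance genes (17), and for the shares of categories the fits without Lg8831 replicate 1 or 2 at 37°C (K), the processed signals, signals at or below 0 left out, median centring, loess on the strain's own probes, the authors' normalized values and the fit without Lg8831 replicate 3 at 37°C (M), ratios scaled between arrays and the Cy-5 channel alone (transport), and the marked spots kept, all 12 arrays in one fit and the fit without Lg21881 replicate 1 at 37°C (C and H).

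The paper lists 264 genes in Lg8831 and 344 in Lg21881, and 200 and 241 of them were called here, all in the paper's direction. SAM at the median called 248 and 321, and slide as a random block, with a within-slide correlation of -0.26, called 310 in Lg21881. SAM at the 90th percentile, the nearest to the 90% confidence that the paper names, called 35 and 97. The real labelling and its mirror image are among the permutations and raise the false calls at that percentile. These counts therefore cannot tell how the paper's own criterion performs. Some genes that the paper names as changed were not called here. In Lg21881 *nusA* (adjusted p = 0.0552) was called with the processed signals, the filter on dim probes, SAM at the median, all 12 arrays in one fit and slide as a random block. *cspA* (adjusted p = 0.0855) was called with normexp, the filter on dim probes, SAM, all 12 arrays, slide as a random block and without Lg21881 replicate 1 at 37°C. The acetyltransferase gene8_contig37 (adjusted p = 0.0723) was called with the filter on dim probes, SAM and slide as a random block. *ubiE* (adjusted p = 0.0542) was called with the processed signals, and *pdhA* (adjusted p = 0.0528) with normexp, the processed signals, median centring and the marked spots kept, and both with the filter on dim probes, SAM, all 12 arrays, slide as a random block and without Lg21881 replicate 1 at 37°C. *pdhD* (adjusted p = 0.0634) was called with normexp, median centring, the filter on dim probes, SAM, slide as a random block and without Lg21881 replicate 1 at 37°C.

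In Lg8831 *ldh* (adjusted p = 0.078) was called with normexp, the processed signals, signals at or below 0 left out, the filter on dim probes, SAM, all 12 arrays and without Lg8831 replicate 3 at 18°C, and *lctO* (adjusted p = 0.0531) under these and with the authors' normalized values. *scrK* (adjusted p = 0.0888) was called with SAM, all 12 arrays and without Lg8831 replicate 3 at 37°C. *pdhA* (adjusted p = 0.079) and *pdhB* (adjusted p = 0.0757) were called with normexp, SAM and without Lg8831 replicate 3 at 37°C, and *pdhB* also with the filter on dim probes. *groEL* (adjusted p = 0.112) was called with SAM and all 12 arrays. *rplS*, with a change of 0.98, was called with median centring, loess on the strain's own probes, the Cy-5 channel alone and without Lg8831 replicate 3 at 18°C, and *rluD*, with 0.88, with signals at or below 0 left out, the authors' normalized values and without Lg8831 replicate 3 at 18°C.

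The paper names amino acid metabolism among the main categories at 37°C in both strains. In Lg21881 it held 5 called genes here, after carbohydrates with 13, transcription with 7, energy production with 7 and inorganic ions with 6. Table S4 itself lists 6 genes of amino acid metabolism, against 16, 11, 7 and 6 in these categories, so the order does not come from the calls alone. The paper names coenzyme metabolism with energy production as the leading categories at 18°C in Lg21881. Energy production held 11 called genes here, as did amino acid metabolism, and coenzyme metabolism held 7, after inorganic ions with 10. Table S2 itself lists 15 genes of amino acid metabolism, 14 of energy production, 11 of coenzyme metabolism and 10 of inorganic ions. Amino acid metabolism thus leads these categories in the table too, while coenzyme metabolism fell behind inorganic ions through the calls.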

Other observations

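The counts over other splits of the arrays for the genes called in each strain were chosen after the results had been seen, and the other tests of this part were set beforehand.

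In each strain, 1 of the 10 splits of its 6 arrays into 3 and 3, the real one, gave as many called genes (1 in Lg8831 and 1 in Lg21881), and the other 9 gave 0 called genes in limma. With 10 splits chance cannot be excluded at 0.05. For the lists tested on the other strain's arrays, the number of splits with a camera p at least as small was 4 of 10 for the Table S1 list in Lg21881, 1 of 10 for the Table S3 list in Lg21881, 7 of 10 for the Table S2 list in Lg8831, 7 of 10 for the Table S4 list in Lg8831 and 4 of 10 for the plasmid contigs. As the real split is always one of the 10, this count alone cannot exclude chance for any of them. The Table S3 list, for which no other split gave as small a p, also passed fry (p = 7.32e-05) and camera with the estimated correlation (p = 0.00599), and its camera p was at most 2.91e-06 with each array left out. For the genes that changed the same way in both strains, 1 of 100 relabellings, the real one, gave as many, and the others gave 0. As the other splits of a strain call no gene, they leave none to share, so that this count of splits does not test the sharing. In Fisher's exact test, which treats genes as independent, 21 were shared at 37°C against 4.99 expected (p = 1.99e-09) and 10 at 18°C against 6.41 (p = 0.135), so that chance stays open for those at 18°C. The number of shared genes was 15 and 14 without Lg21881 replicates 1 and 3 at 18°C.

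Slide and temperature are tied in Lg8831, and in part in Lg21881, so a slide difference could take part in each change with temperature. In Lg21881 at 18°C, the group that lies on both slides, 150 of the genes called in Lg8831 could be read. Their median shift between the slides, signed by the Lg8831 change, was 0.031, against a median change of 1.32 in Lg8831, with 85 of 150 shifted the way of the change. In Lg21881, the median change within slide 1 of the genes called over all arrays was 1.76, that of the plasmid contigs -0.30, that of the Table S1 list 0.47 and that of the Table S3 list -0.59, against 1.80, -0.22, 0.47 and -0.64 over all arrays. These values keep most of their size within slide 1. For the called genes and the plasmid contigs this is in part fixed, since the same array took part in choosing them. The Table S1 and S3 lists were chosen on the Lg8831 arrays. With slide as a fixed block 51 genes were called in Lg21881, 49 of them among the 303, which argues against a slide difference as the whole cause for these, but this too rests on 1 array at 18°C on slide 1, so that a slide difference stays open there. For Lg8831, the shift of 0.031 is far below the change of 1.32. Its correlation with the Lg8831 change across the common probes was 0.0056. A slide difference common to the strains would give a larger shift. But the shift rests on 1 array at 18°C on slide 1, of the other strain, so it cannot decide. Within Lg8831 each temperature lies on its own slide, so slide and temperature cannot be told apart there. No biological explanation was tested beside them.

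Called genes that lie next to each other on a contig may change together, as genes of an operon would. In Lg8831, 78 of 1678 pairs of neighbouring genes were called in the same direction, against a mean of 20.5 and a highest value of 37 in 10000 random placements of the calls, and in Lg21881 118 of 2186 pairs, against 44.5 and 65. The permutation p was 1e-04 in each strain, the smallest that these placements can give. Neighbouring genes changed together more often than random placement gives. Operons were not mapped, and signal shared by neighbouring genes for another reason was not tested.

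Manganese genes were up at 37°C in Lg8831 as well, and these were chosen for naming after their values had been seen. The log2 change was -3.58 for *mntH* (TSno3_c060_g001, adjusted p = 4.33e-04), -3.26 for the regulator beside it (TSno3_c060_g002, adjusted p = 0.00116), and -1.85 (TSno3_c085_g022, adjusted p = 0.0237), -1.68 (TSno3_c085_g023, adjusted p = 0.0427) and -1.65 (*mtsA*, TSno3_c085_g024, adjusted p = 0.0836, not called) for the ABC transporter, with the 3 arrays at 37°C above the 3 at 18°C for each. In Lg21881 another gene that Table S4 names *glpK* (HSno3_g2_c79) was lower at 18°C, with a log2 change of -1.32 (adjusted p = 0.0194), and it too was chosen after its value had been seen.

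Among the called probes, 44 in Lg8831 and 62 in Lg21881 are not in Tables S1 to S4. In Lg8831 20 were up at 18°C and 24 at 37°C, and 20 of the 44 were well above background at both temperatures. In Lg21881 52 were up at 18°C and 10 at 37°C, 13 were well above background at both, 28 were dim at 37°C and 18 at both. The files give no function for them.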
